# FIERY1 promotes microRNA accumulation by suppressing rRNA-derived small interfering RNAs in *Arabidopsis*

**DOI:** 10.1038/s41467-019-12379-z

**Published:** 2019-09-27

**Authors:** Chenjiang You, Wenrong He, Runlai Hang, Cuiju Zhang, Xiaofeng Cao, Hongwei Guo, Xuemei Chen, Jie Cui, Beixin Mo

**Keywords:** miRNAs, siRNAs, Plant molecular biology

## Abstract

Plant microRNAs (miRNAs) associate with ARGONAUTE1 (AGO1) to direct post-transcriptional gene silencing and regulate numerous biological processes. Although AGO1 predominantly binds miRNAs in vivo, it also associates with endogenous small interfering RNAs (siRNAs). It is unclear whether the miRNA/siRNA balance affects miRNA activities. Here we report that *FIERY1* (*FRY1*), which is involved in 5′−3′ RNA degradation, regulates miRNA abundance and function by suppressing the biogenesis of ribosomal RNA-derived siRNAs (risiRNAs). In mutants of *FRY1* and the nuclear 5′−3′ exonuclease genes *XRN2* and *XRN3*, we find that a large number of 21-nt risiRNAs are generated through an endogenous siRNA biogenesis pathway. The production of risiRNAs correlates with pre-rRNA processing defects in these mutants. We also show that these risiRNAs are loaded into AGO1, causing reduced loading of miRNAs. This study reveals a previously unknown link between rRNA processing and miRNA accumulation.

## Abstract (web summary)

Arabidopsis AGO1 binds both microRNA (miRNA) and endogenous small interfering RNA (siRNA). Here the authors show that 5′−3′ RNA degradation suppresses siRNA biogenesis from ribosomal RNA to prevent overloading of AGO1 with ribosomal siRNA and maintain miRNA-directed post translational gene silencing.

## Introduction

Small RNAs (sRNAs) serve as sequence determinants in post-transcriptional gene silencing (PTGS) in plants. The two major types of PTGS small RNAs are microRNAs (miRNAs) and small interfering RNAs (siRNAs)^1^. Like miRNAs, PTGS siRNAs are usually 21–22 nt long, but unlike miRNAs, they are derived from double-stranded precursors from transgenes, viruses, and endogenous loci, such as the *TRANS-ACTING SIRNA* (*TAS*) loci^1^. The machinery underlying the biogenesis and function of miRNAs and siRNAs contains shared and distinct components^2,3^. miRNA precursors are processed by DICER-LIKE1 (DCL1) into mature miRNAs^4^, whereas siRNAs from transgenes, viruses, and endogenous transcripts are generated by other DCLs^2,3,5,6^. Both miRNAs and siRNAs undergo 3′ terminal methylation by HUA ENHANCER1 (HEN1)^7,8^. In addition, both types of sRNAs associate with ARGONAUTE1 (AGO1) to form the functional RNA-induced silencing complex (RISC)^1–3^. The partial sharing of the silencing machinery imply crosstalk and potential mutual regulation between miRNAs and siRNAs.

RNA quality control (RQC) suppresses siRNA production from many endogenous transcripts. Among the RQC genes are those encoding 5′-3′ EXORIBONUCLEASE3 (XRN3) and XRN4; the decapping complex subunits DECAPPING1 (DCP1), DCP2, and VARICOSE (VCS); the SUPERKILLER (SKI) complex components SKI2 and SKI3, which are involved in 3′-5′ exoribonucleolytic RNA degradation; Nonsense-mediated decay components UPFRAMESHIFT1/3 (UPF1/3); the 3′-5′ POLY(A)-SPECIFIC RIBONUCLEASE (PARN); and exosome subunits RIBOSOMAL RNA PROCESSING4 (RRP4) and RRP6L1^1,9–13^. The sRNAs produced when these RQC genes are compromised are usually 21–22 nt long, phased, and dependent on the PTGS siRNA pathway^10,12^. Zhang et al. proposed that aberrant RNAs accumulated in these mutants are bound by SUPPRESSOR OF GENE SILENCING3 (SGS3)^14^ and serve as templates for siRNA biogenesis^15^. Interestingly, a study on the decapping complex demonstrated that DCP1, DCP2, and VCS are required for the accumulation of some miRNAs^16^.

Ribosomal RNA (rRNA)-derived sRNAs have been observed in several organisms. In *Schizosaccharomyces pombe*, defects in TRAMP-mediated RNA surveillance trigger the biogenesis of Ago1-associated, rRNA-derived siRNAs (rr-siRNAs)^17^. In *Neurospora crassa*, 20–21 nt qiRNAs are produced from aberrant rRNAs in an RdRP (RNA-dependent RNA polymerase)-dependent manner, are enriched in 5′ U, and are loaded into the AGO protein QDE-2^18^. qiRNAs are thought to function in DNA damage repair. In *Caenorhabditis elegans*, 22-nt rRNA-derived siRNAs (risiRNAs) corresponding to both strands of rDNA are generated under conditions that induce pre-rRNA processing defects. *C. elegans* risiRNAs are enriched in 5′ G and are thought to regulate rRNA abundance^19,20^. In *Arabidopsis*, rDNA-derived 24-nt siRNAs were first described in 2006^21^. These siRNAs are produced in a Pol IV-dependent and DCL3-dependent manner and guide DNA methylation^21,22^. Later studies also found 21-nt small RNAs originating from bidirectional transcripts from the intergenic spacers (IGS) of rRNA genes^23,24^. A recent report found that viral infections trigger the production of siRNAs from rRNAs, but the molecular or biological impacts of these ribosomal small RNAs remain unknown^25^.

In this study, a mutation in *FIERY1* (*FRY1*) is isolated in a genetic screen aimed at uncovering new factors in the miRNA pathway. *FRY1* encodes a dephosphorylating enzyme that converts 3′-phosphoadenosine 5′-phosphosulfate (PAPS) into adenosyl 5′-phosphosulfate (APS) in sulfur assimilation^26,27^. FRY1 also converts 3′-phosphoadenosine 5′-phosphate (PAP) into 5′ AMP and Pi. *FRY1* functions in various biological processes, such as stress signaling^27^, drought tolerance^28^, cell elongation, flowering time^29^, leaf development^30^, root development^31^, and plant immunity^32^. *fry1* mutant phenotypes resemble those of higher-order *xrn* mutants, possibly because accumulated PAP suppresses XRN enzymatic activity, thereby compromising 5′-3′ RNA degradation^31,33,34^. Several studies have shown that FRY1 and XRNs function in RNA degradation and suppress PTGS in *Arabidopsis*^9,33,35,36^. In a *fry1* mutant, 21-nt sRNAs from the 5′ external transcribed spacer (ETS) of rRNAs accumulate in a DCL2/4-dependent manner^37^. In addition, miRNA processing intermediates accumulate in *fry1*, possibly due to compromised XRN activity^9,38^.

We find that *fry1* mutations lead to the accumulation of 21–22-nt siRNAs from mRNAs and rRNAs, transcripts that do not normally undergo siRNA biogenesis. The production of risiRNAs in *fry1*, as well as *xrn2 xrn3* mutants correlate with pre-rRNA processing defects in these mutants. We show that the siRNAs depend on the PTGS siRNA pathway for biogenesis and are loaded into AGO proteins, AGO1 and AGO2. More importantly, risiRNAs compete with miRNAs for these AGO proteins, resulting in the compromised abundance of miRNAs. Removal of risiRNAs partially rescues both the miRNA abundance defects and the plant phenotypes of *fry1*. Collectively, the findings provide insights into the biogenesis of endogenous siRNAs and the crosstalk between siRNAs and miRNAs.

## Results

### A mutation in *FIERY1* was isolated from a suppressor screen

*CTR1* is a negative regulator in the ethylene response pathway^39^. *ctr1* mutants exhibit constitutive ethylene responses, resulting in shorter root and hypocotyl, tightened apical hook, and swollen hypocotyl^40^. We took advantage of this conspicuous “triple” response phenotype to construct a visual reporter of miRNA activity. We designed an artificial miRNA targeting *CTR1* (amiR-CTR1) driven by a β-estradiol-inducible promoter (Fig. 1a). Upon induction, the transgenic line harboring amiR-CTR1 exhibited the *ctr1* mutant phenotype (Supplementary Fig. 1a), consistent with amiR-CTR1 accumulation and reduced *CTR1* expression (Supplementary Fig. 1b, c). This reporter line was mutagenized by EMS, and M2 plants were screened for mutants resembling wild-type (WT) plants after induction. One mutant, T5520 (Fig. 1b), with a compromised triple response was isolated. As expected, analysis of amiR-CTR1 and CTR1 protein levels in T5520 revealed reduced accumulation of amiR-CTR1 (Fig. 1c) and partial recovery of CTR1 protein levels (Supplementary Fig. 1d) compared to the amiR-CTR1 parental line after β-estradiol induction. T5520 also had pleiotropic phenotypes, including round leaves and delayed flowering (Fig. 1d and Supplementary Fig. 1e). The leaf phenotypes differed from those of canonical miRNA biogenesis mutants such as *ago1* and *hyl1*^41^.

**Fig. 1:**
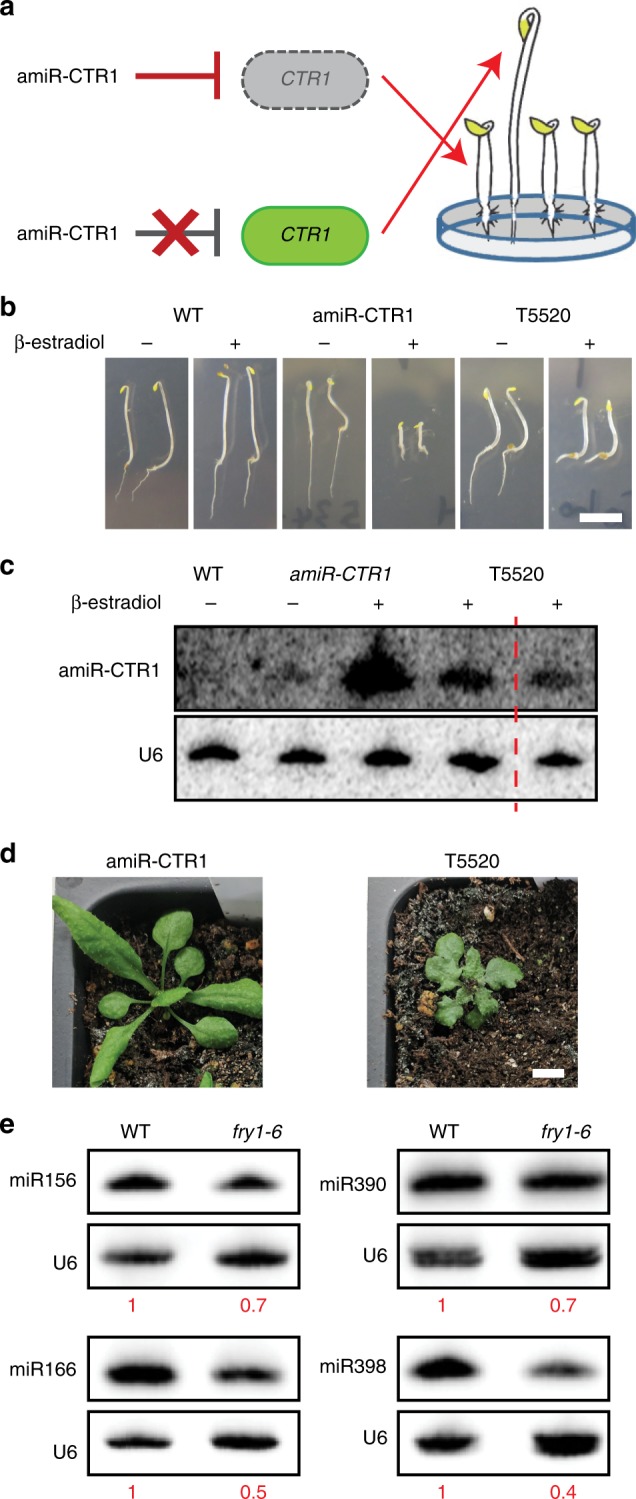
*FRY1* promotes miRNA accumulation. **a** A diagram of the amiR-CTR1 reporter system. Mutations that disrupt miRNA biogenesis and/or function are expected to impair the regulation of *CTR1* by amiR-CTR1 and, consequently, the “triple response” phenotype. **b** Phenotypes of 5-day-old *Arabidopsis* seedlings. Upon induction, amiR-CTR1 plants exhibited the *ctr1* phenotype, whereas T5520 seedlings failed to show the *ctr1* phenotype. Scale bar = 5 mm. **c** Detection of amiR-CTR1 in T5520. Upon β-estradiol induction, amiR-CTR1 strongly accumulated in amiR-CTR1 plants. However, the accumulation was compromised in T5520 (two biological replicates separated by the red dashed line). **d** Phenotype of T5520 without β-estradiol induction. T5520 plants were smaller than WT and had abnormal leaves. Scale bar = 5 mm. **e** RNA gel blot assay for endogenous miRNAs. All four miRNAs showed reduced accumulation in *fry1-6*. The U6 snRNA was used to determine the relative miRNA levels (as indicated by the numbers below the blots) between the two genotypes. Source data are provided as a Source Data file

To identify the causal mutation in T5520, we conducted whole-genome re-sequencing using pooled plants with the mutant phenotypes in the F2 population of the T5520 x Col-0 cross. A G- > A mutation in AT5G63980 (*FIERY1*/*SAL1*, *FRY1* hereafter) was identified and verified by genotyping. The mutation was in the acceptor site of the second intron and resulted in the skipping of exon 3 and the creation of an early stop codon (Supplementary Fig. 1f–h). Thus, T5520 is likely a null mutant of *FRY1*. The *FRY1* coding sequence rescued the developmental abnormalities of T5520 (Supplementary Fig. 1i).

### FRY1 promotes the accumulation of miRNAs

The reduced accumulation of amiR-CTR1 in T5520 suggested that the *fry1* mutation impacted miRNA biogenesis. Unfortunately, the amiR-CTR1 transgene was silenced in T3 and later generations, which prevented further studies of amiR-CTR1. To determine whether FRY1 promotes miRNA accumulation, we examined endogenous miRNAs in two *FRY1* T-DNA insertion lines, SALK_020882 (previously named *fry1-6*^9^) and SALK_151367 (designated as *fry1-8* hereafter).

RNA gel blot analysis showed that miR156, miR166, miR390, and miR398 had reduced abundance in *fry1-6* (Fig. 1e). To assess the global effects of *fry1* mutations on endogenous miRNAs, we performed sRNA sequencing of WT, *fry1-6*, and *fry1-8* (Supplementary Table 1 and Supplementary Fig. 2a). A general trend of miRNA downregulation was observed in both mutants (Fig. 2a, Supplementary Fig. 2b, and Supplementary Data 1), consistent with the initial finding of reduced amiR-CTR1 levels in T5520. Among the statistically significant differentially expressed miRNAs, 27 and 29 miRNAs were reduced in *fry1-6* and *fry1-8*, respectively, which outnumbered upregulated miRNAs (Fig. 2b). The sRNA-seq data for the abundance changes of miR156, miR166, miR390, and miR398 were similar to those detected by RNA gel blot analysis (Figs. 2c and 1e). miR168 was among 8 upregulated miRNAs identified by sRNA-seq, and RNA gel blot analysis for miR168 showed a similar change in abundance (Fig. 2d). Other upregulated miRNAs included two miR395 family members targeting *APS* genes involved in sulfur metabolism, and the upregulation of miR395 probably might have occurred in response to the altered sulfonation pathway in *fry1*^29,42^. A previous study also reported reduced miRNA levels in *fry1* mutants, but the cause of the defect was not thoroughly investigated^9^.

**Fig. 2:**
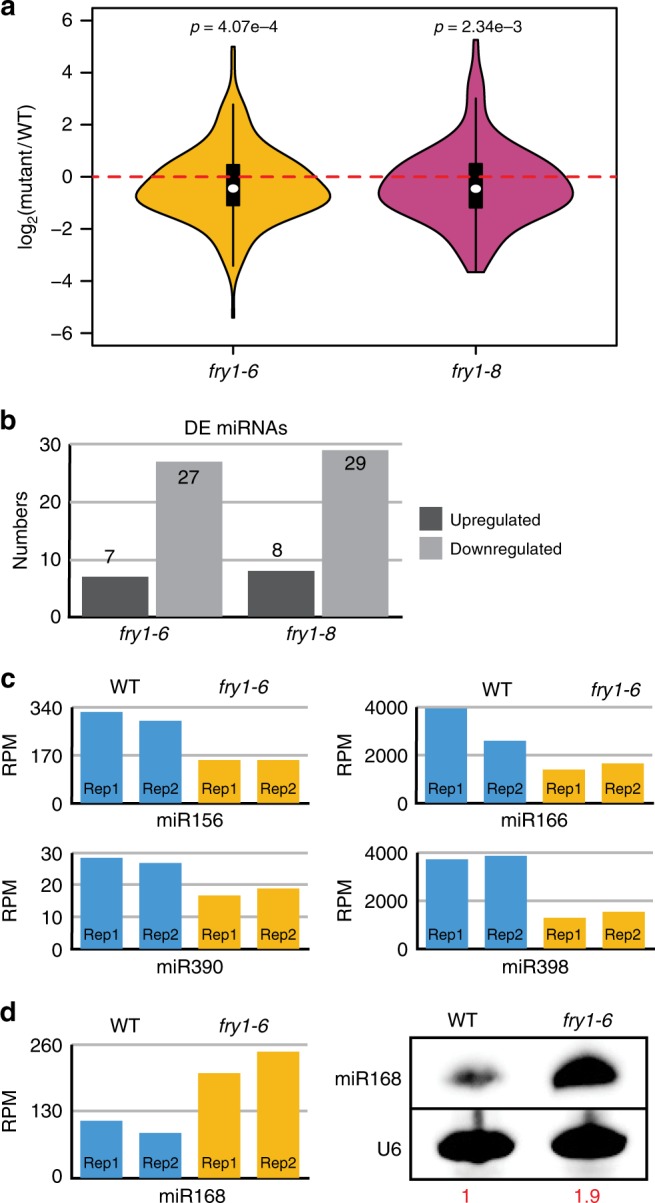
Endogenous miRNAs are reduced in *fry1* mutants. **a** Distribution of the fold changes for all detected miRNAs in *fry1-6* and *fry1-8* compared to WT. The black lines in each comparison represent the canonical “box” in a boxplot with the white dot showing the median value. The “violin” shape corresponds to the density of data. *P* values were calculated by a one-sample two-tailed Student’s *t* test. The *t* values are −3.5885 and −3.0781, respectively, and the df values are 227 for both comparisons. **b** Numbers of significantly differentially expressed (DE) miRNAs in *fry1* mutants compared to WT. There are a large number of downregulated miRNAs in both *fry1* alleles compared to WT. **c** Normalized read counts of miRNAs in Fig. 1e. Sequencing results (biological replicates are shown separately) of all four downregulated miRNAs, miR156, miR166, miR390, and miR398, are consistent with those from RNA gel blot assays. **d** RNA gel blot validation of upregulated miR168. The left panel shows the normalized read counts from sRNA-seq. The right panel shows the RNA gel blot for miR168 in *fry1-6* compared to WT. The internal control U6 snRNA was used to determine the relative levels of miR168 in the gel blot assay. Source data are provided as a Source Data file

To pinpoint the miRNA biogenesis defects in *fry1* mutants, we first examined the levels of endogenous pri/pre-miRNAs and the expression of major miRNA biogenesis factors by RT-qPCR and protein gel blot assays (Supplementary Fig. 2c–e). For six miRNAs showing reduced levels in *fry1-6* and miR168, which increased in abundance in *fry1-6*, we quantified the corresponding pri/pre-miRNA levels. Only one (pri/pre-miR156a) had reduced accumulation, one (pri/pre-miR390b) had increased accumulation, and pri/pre-miR159b, pri/pre-miR166a, pri/pre-miR167a, pri/pre-miR168 and pri/pre-miR393b were unaffected in *fry1-6* (Supplementary Fig. 2c). Thus, the changes in pri/pre-miRNA levels did not correlate with the abundance of the mature miRNAs, indicating that the global reduction in miRNA abundance in *fry1-6* could not be explained by defects in *MIR* gene transcription. No substantial downregulation of the miRNA biogenesis genes was observed (Supplementary Fig. 2d). Consistent with the increased levels of miR168 and the co-regulation of miR168 and AGO1^43^, AGO1 protein levels were increased in both *fry1* mutants (Supplementary Fig. 2e), suggesting a compensation mechanism for reduced accumulation of miRNAs. Taken together, these results suggest that the global reduction in miRNA levels in the *fry1* mutants was not due to a general defect in *MIR* gene transcription or pri/pre-miRNA processing.

### FRY1 prevents the production of ectopic siRNA

To further evaluate the changes of sRNAs in *fry1* at a global level, all sRNA reads in the three genotypes were mapped to the genome, and their length distribution was examined. As expected, the WT distribution was characterized by a smaller 21-nt peak and a larger 24-nt peak. In both *fry1* mutants, however, the 21-nt peak was enhanced with a concomitant reduction in the 24-nt peak (Fig. 3a), indicating an unexpected increase in 21-nt endogenous sRNAs.

**Fig. 3:**
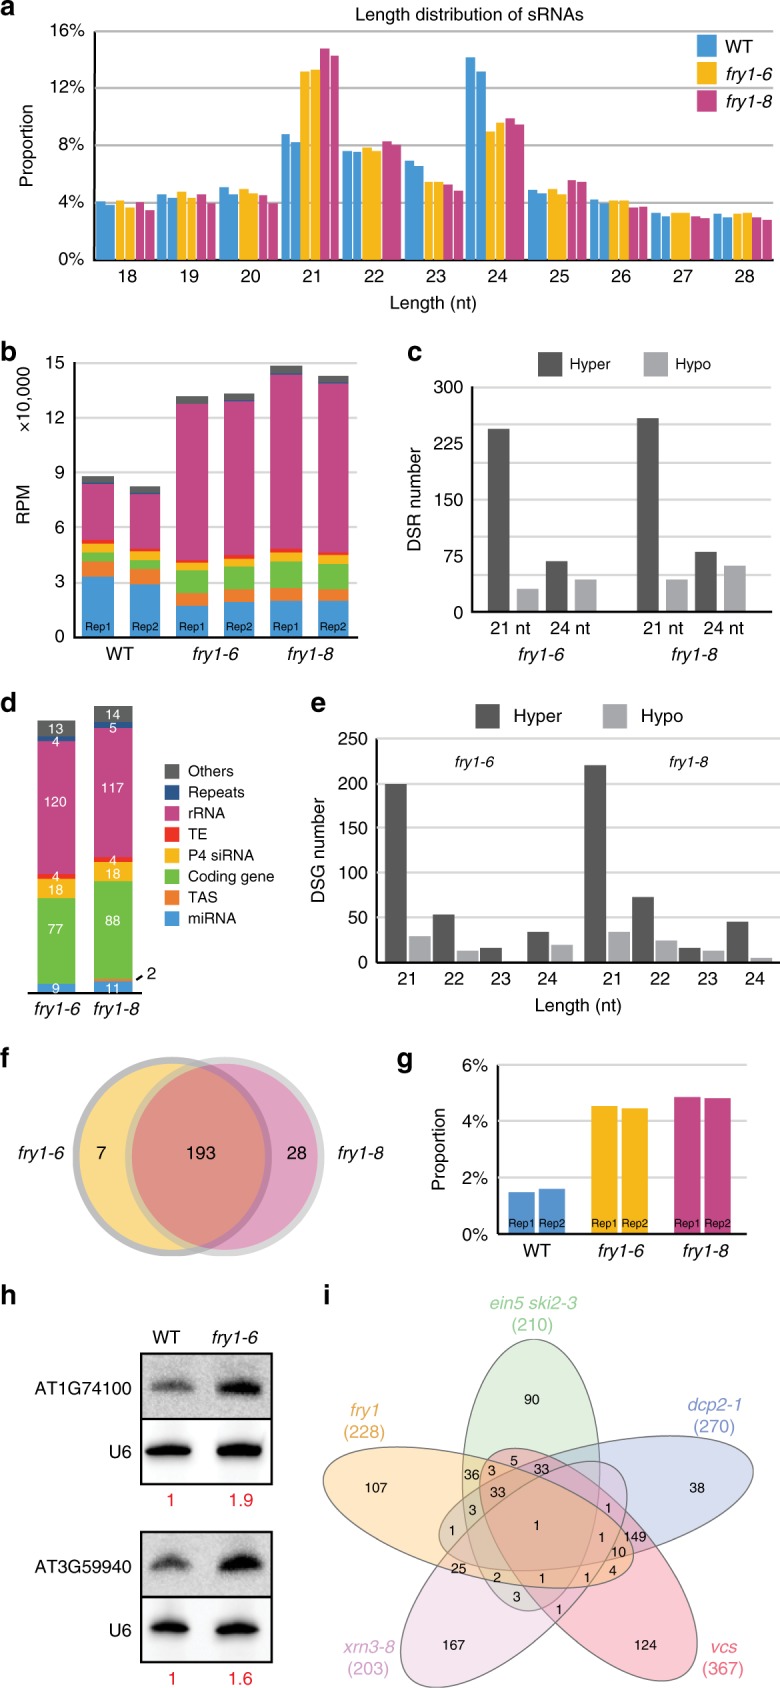
Accumulation of 21-nt sRNAs from coding gene loci in *fry1*. **a** Length distribution of mapped sRNA-seq reads from WT, *fry1-6*, and *fry1-8* seedlings. The 24-nt peak in WT nearly disappeared in both *fry1* mutants. The *Y* axis indicates the percentage of reads of different lengths among the total mapped sRNA reads (18–42 nt). **b** Genomic classification of 21-nt sRNAs in WT and both *fry1* mutants. See **d** for legends. Read counts for miRNAs decreased, and those for sRNAs from rRNAs increased dramatically in *fry1-6* and *fry1-8*. The annotation was adopted from known genome features. The *Y* axis shows the cumulative RPM values for sRNAs corresponding to different features. **c** Number of DSRs in *fry1* mutants compared to WT. Only 21-nt and 24-nt data are shown. The 21-nt hyper DSRs greatly outnumber the other DSRs in both *fry1* mutants. **d** Genomic classification of 21-nt hyper DSRs in both *fry1* mutants. Most 21-nt hyper DSRs in *fry1* corresponded to rRNA and coding genes. **e** Number of DSGs in *fry1* mutants compared to WT. The 21-nt hyper DSGs greatly outnumber other DSGs in both *fry1* mutants. **f** Venn diagram for genes with rogue 21-nt sRNAs in *fry1-6* and *fry1-8*. The overlap between the two sets is 193, which is significant based on a super exact test (*P* value = 0). **g** Proportion of 21-nt sRNAs from 21-nt hyper DSGs among all mapped sRNA reads. The *Y* axis indicates the proportion of 21-nt sRNAs from the combined 21-nt hyper DSGs in both mutants (228 DSGs) among the total mapped sRNA reads. **h** RNA gel blot validation of rogue 21-nt sRNAs from coding genes. Two genes with abundant 21-nt siRNAs, AT1G74100 and AT3G59940, were selected. Though there are bands in WT, the signals increase in *fry1-6*. **i** Venn diagrams for genes with rogue 21-nt sRNAs in *fry1* and previously reported mutants. Except for *xrn3-8*, there was a significant overlap in genes between *fry1* and the analyzed mutants. See Supplementary Data 3 for details. Source data are provided as a Source Data file

As the global reduction in miRNA accumulation in the *fry1* mutants could not explain the increase in the 21-nt sRNA peak, we investigated changes in other categories of sRNAs. First, we examined the composition of 21-nt sRNAs. In WT, miRNAs constituted the largest category of 21-nt sRNAs in terms of abundance, with rRNA fragments being the second most abundant, followed by sRNAs from genes, *TAS* loci, and transposable elements (TEs). In the *fry1* mutants, miRNA abundance decreased, while the abundance of sRNAs from coding genes and rRNAs increased (Fig. 3b). Notably, rRNA fragments constituted the most abundant category of sRNAs in the mutants. To identify the sources of the differentially accumulating sRNAs, we compared sRNA abundance in 100-bp bins across the genome between *fry1* and WT. Bins with higher and lower sRNA accumulation in *fry1* were referred to as hyper and hypo DSRs (differential sRNA regions), respectively. We found that 21-nt hyper DSRs greatly outnumbered hyper DSRs of other lengths and hypo DSRs of all lengths in both mutants (Fig. 3c). Many miRNA loci were among the 21-nt hypo DSRs (Supplementary Data 2), and the large number of 21-nt hyper DSRs was consistent with the observed increase in total 21-nt sRNAs. Genomic classification of these 21-nt hyper DSRs revealed that most of them corresponded to rRNA regions and non-miRNA genic regions, consistent with the changes in 21-nt sRNA composition (Fig. 3d).

### Aberrant sRNA accumulation from coding genes

Many 21-nt hyper DSRs overlapped with coding genes (Fig. 3d). To investigate the changes in genic sRNAs, we used annotated genes as units and identified genes with differential sRNA accumulation, which we referred to as DSGs, between WT and the *fry1* mutants. Hyper DSGs, i.e., genes with higher levels of sRNAs in the *fry1* mutants, constituted the vast majority of DSGs (Fig. 3e). The significant overlap in these hyper DSGs between *fry1-6* and *fry1-8* (Fig. 3f and Supplementary Data 3, super exact test *P* value = 0) indicated that *FRY1* suppresses sRNA production from these genes. There were 228 21-nt hyper DSGs in both mutants combined, and although sRNAs derived from these DSGs constituted only ~4% of the total 21-nt sRNAs (Fig. 3g, Supplementary Fig. 3a), they represented over 10% of the total rRNA-depleted 21-nt sRNAs (Supplementary Fig. 3b). It should be noted that most sRNA analyses in the literature ignore rRNA-derived sRNAs, which were included in this study. We selected two hyper DSGs with highly abundant sRNAs to perform RNA gel blot validation of the sRNA-seq results, and the accumulation of 21-nt sRNAs from these two genes was indeed higher in *fry1-6* relative to WT (Fig. 3h).

We next investigated the possible mechanisms of sRNA accumulation from these coding genes. The accumulation of genic sRNAs was previously reported in RNA decay-deficient mutants such as *ein5-1 ski2-3*, *dcp2-1*, *vcs*, and *xrn3-8*^12,16,33^. We re-analyzed the published sRNA-seq data for these mutants using our own pipeline for comparison to *fry1* (*fry1-6* and *fry1-8* combined). First, we examined the 21-nt hyper DSRs in these mutants and confirmed the accumulation of aberrant 21-nt sRNAs from coding genes reported in the original studies (Supplementary Fig. 3c, d). Next, we compared 21-nt hyper DSGs between *fry1* and these mutants (Fig. 3i). The overlap between *fry1* and all of the analyzed mutants was statistically significant, except for the overlap between *fry1* and *xrn3-8* (Supplementary Data 4). As XRN3 is a nuclear exonuclease while the other proteins are thought to act in cytoplasmic RNA decay, the results indicated that the aberrant genic sRNA accumulation in the *fry1* mutants likely occurred in the cytoplasm. It was previously reported that in the *ein5-1 ski2-3* double mutant, 21-nt sRNAs were generated from the 3′ fragments of miRNA target transcripts resulting from miRNA-guided cleavage, due to insufficient exoribonucleolytic degradation of these fragments in the cytoplasm^12^. We examined several of these experimentally validated miRNA targets with aberrant 21-nt sRNA accumulation in *ein5-1 ski2-3*, but we found no accumulation of 21-nt sRNAs from these genes in *fry1* (Supplementary Fig. 3e). In contrast, *NIA1* and *NIA2*, which are not targeted by miRNAs, generated aberrant sRNAs in *fry1* (Supplementary Fig. 3e). Moreover, only 17 of the 228 hyper DSGs in *fry1* are predicted miRNA targets (Supplementary Data 5). We tried to identify common features of the genes that produced 21-nt sRNAs in *fry1* and found that they tended to have fewer exons (Supplementary Fig. 3f) and longer gene length, transcript length, and UTR length (Supplementary Fig. 3g–j).

### Aberrant sRNA accumulation from rRNAs

Besides the large number of 21-nt hyper DSRs from coding genes, over half of the 21-nt hyper DSRs were from rRNA regions. rRNA-derived sRNAs are usually considered degradation remnants of rRNAs and have typically been ignored in previous studies of sRNAs in plants. To confirm that the accumulated sRNAs arose from rRNAs and not from other overlapping features, we used the genome browser IGV^44^ to visualize the detailed changes in 21-nt sRNAs at rDNA loci in all genotypes. At an rDNA locus on chromosome 3, it was obvious that regions with abundant sRNAs expanded from mature rRNA regions found in WT to the ETS/ITS (external/internal transcribed spacer) regions in *fry1* (Fig. 4a). Moreover, sRNAs were largely from the sense strand in WT, but antisense sRNAs were present in *fry1* (Fig. 4a). To verify the sRNA-seq data, we designed two probes to detect the antisense sRNAs by RNA gel blot analysis, which confirmed the accumulation of these antisense sRNAs from the rDNA locus (Fig. 4b). This finding suggested that the sRNAs were unlikely to be rRNA degradation products. We also wondered whether rRNA-derived sRNAs similarly accumulated in the aforementioned RNA decay mutants. However, in *ein5-1 ski2-3*, *dcp2-1*, *vcs*, and *xrn3-8*, no over-accumulation of sRNAs from rDNA loci (Supplementary Figs. 3d and 4a), particularly from the ETS/ITS regions and the antisense strand (Supplementary Fig. 4b), was observed. Although the sRNA library construction for *ein5-1 ski2-3* and *xrn3-8* included an rRNA removal step, rRNA fragments were still detectable due to incomplete removal. In addition, antisense rRNA fragments were not expected to have been removed by the filtering steps. Thus, the lack of ETS/ITS-derived and antisense strand-derived sRNAs suggested that the mutations in these RNA decay genes did not lead to the production of rRNA-derived sRNAs.

**Fig. 4:**
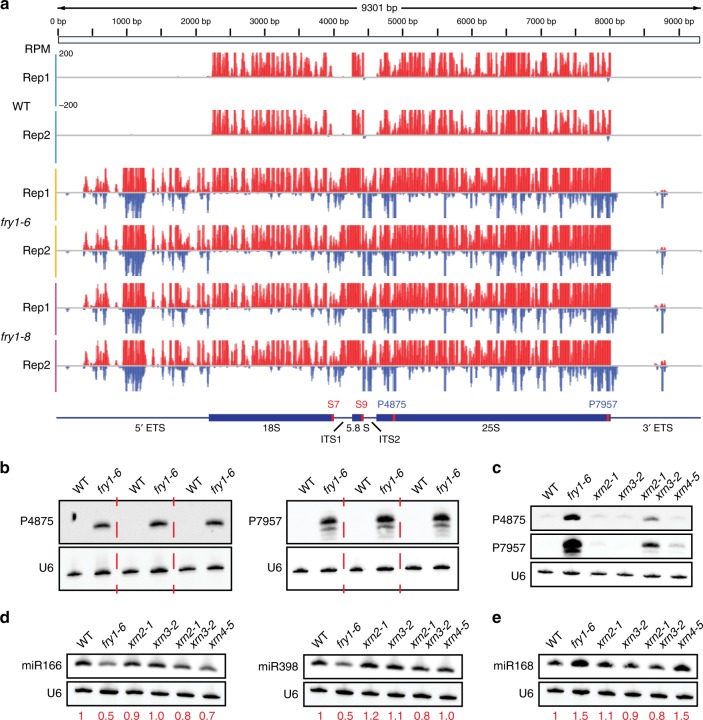
21-nt sRNAs derived from rDNA in *fry1*. **a** An IGV view of 21-nt sRNAs mapped to an rDNA locus on *Arabidopsis* chromosome 3. The red and blue bars represent the normalized read counts from the positive and negative strand, respectively; all *Y* axis ranges in the diagram are −200 to 200. The bottom diagram shows the rDNA locus with the features indicated by black text. The red and blue text indicates the target sites of probes used in this study from the positive and negative strands, respectively. **b** RNA gel blot validation of antisense 21-nt sRNAs derived from rRNAs. Three biological replicates consistently show the accumulation of siRNAs corresponding to the rDNA locus in *fry1-6*. The target sites of probes P6387 and P9469 are shown in **a**. **c** rRNA-derived sRNAs in *xrn* mutants. The rRNA-derived sRNAs were only detected in the *xrn2 xrn3* mutant, but the signal intensity was still lower than that in *fry1-6*. This finding suggests that the rRNA-derived sRNAs are dependent on XRN2/3. **d**, **e** Abundance of endogenous miRNAs in *xrn* mutants. miR166 and miR398 (**d**) were reduced in *fry1-6* and to a lesser extent in *xrn2 xrn3*. miR168 (**e**) increased in *fry1* and *xrn4* but was not affected by either the *xrn2* or *xrn3* mutation. Source data are provided as a Source Data file

Sequence features, such as length and 5′ nucleotide identity, are highly related to Dicer processing^5^ and AGO sorting^45^. We therefore examined these two features of the sRNAs that mapped to rDNA loci to determine whether they are siRNAs. As expected, sRNAs of every length (18–30 nt) arising from the sense strand were nearly equally abundant, suggesting that they correspond to rRNA degradation products. However, only 21-nt sRNAs from both strands dramatically accumulated in *fry1* (Supplementary Fig. 4c), consistent with the finding that the “rRNA” feature was enriched in 21-nt hyper DSRs but not in other size classes (Fig. 3b, c). These findings suggested that these sRNAs might be produced by DCL1 or DCL4, which generate 21-nt sRNAs^5^. In terms of the 5′ nucleotide preference among the 21-nt sRNAs in the mutants, U was the most common 5′ nucleotide among sense sRNAs, while C was the preferred 5′ nucleotide among antisense sRNAs (Supplementary Fig. 4d). The 5′ nucleotide preferences therefore suggested that the aberrantly accumulated sRNAs were siRNAs that loaded into AGO proteins.

### Defects in 5′-3′ rRNA processing lead to sRNA accumulation

rRNA-derived sRNAs were observed when Arabidopsis plants were infected with viruses^25^. The production of these siRNAs depends on *RDR1*, which is induced by viral infection^25^. We sought to determine the source and biogenesis requirements of rRNA-derived sRNAs in *fry1* mutants. XRN2, XRN3, and FRY1 are known to be involved in rRNA processing; in *xrn2*, *xrn2 xrn3*, and *fry1* mutants, various forms of aberrant rRNAs accumulate^37,46^. We therefore investigated the integrity of the rRNA processing pathway in the *fry1* mutants and the relationship between aberrant rRNAs and the biogenesis of 21-nt sRNAs. For the analysis, we included the rRNA processing mutants *xrn2-1* and *atprmt3-2* as positive controls^46,47^ and *xrn3-2*, which exhibits normal rRNA processing, as the negative control^37,46^. In all of the genotypes, the abundance of mature 25S and 18S rRNAs was similar (Supplementary Fig. 5a). Next, we used well-established probes to examine the ITS regions by RNA gel blot analysis. Consistent with previous reports, both *xrn2-1* and *atprmt3-2* showed changes in rRNA intermediates containing ITS sequences, while *xrn3-2* did not have obvious differences compared to WT (Supplementary Fig. 5b). Interestingly, both *fry1-6* and *fry1-8* had greater accumulation of 35S, 27S, and pre-5.8S rRNAs compared to *xrn2-1* (Supplementary Fig. 5b). These differences may be the consequence of defects in both XRN2 and XRN3 function in *fry1*, as the accumulation of aberrant rRNAs in the *xrn2 xrn3* double mutant was similar to that of *fry1* mutants^37^.

We also analyzed the accumulation of miRNAs and rRNA-derived sRNAs in the *xrn2*, *xrn3*, and *xrn2 xrn3* mutants. rRNA-derived sRNAs only accumulated in *fry1-6* and *xrn2 xrn3* (Fig. 4c). In addition, the abundance of miR166 and miR398 was only reduced in *fry1-6* and *xrn2 xrn3* (Fig. 4d), suggesting a negative correlation between the levels of miRNAs and rRNA-derived sRNAs. Intriguingly, changes in the abundance of miRNAs and rRNA-derived sRNAs correlated with the phenotypic severity of the mutants (Supplementary Fig. 5c). However, miR168 showed similar changes in *fry1-6* and *xrn4* and was not affected by mutations in *XRN2* or *XRN3*, suggesting that low XRN4 activity caused the increase of miR168 in *fry1* (Fig. 4e).

A recent study demonstrated that defects in 3′-5′ rRNA processing induced the accumulation of antisense siRNAs from rRNA loci in *C. elegans*^19^. We examined the accumulation of rRNA-derived sRNAs in the *Arabidopsis* exosome mutant *mtr4*, which exhibits defects in 3′-5′ rRNA processing and has marginal effects on PTGS^37,48^. Using the same probes, however, we could not detect any sRNAs from the analyzed rDNA locus in the *mtr4* mutant (Supplementary Fig. 5d). These findings indicated that the biogenesis of 21-nt sRNAs from aberrant rRNAs in *Arabidopsis* resulted specifically from defects in 5′-3′ exonuclease activity.

### Rogue 21-nt sRNAs are products of the PTGS pathway

To further investigate whether the coding-gene-derived and rRNA-derived sRNAs were siRNAs, we examined whether their biogenesis required RDR and/or DCL proteins. We crossed *fry1-6* with known siRNA biogenesis mutants, including *rdr1-1*, *rdr2-1*, *rdr6-11*, *dcl2-1*, *dcl3-1*, and *dcl4-2*^49–51^. Intriguingly, the biogenesis of coding-gene-derived sRNAs and rRNA-derived sRNAs was different. The accumulation of rRNA-derived antisense sRNAs in *fry1-6* was completely suppressed by *rdr6-11*, weakly affected by *rdr2-1* and unaffected by *rdr1-1* (Fig. 5a). Meanwhile, although 21-nt rRNA-derived sRNAs were eliminated in *fry1-6 dcl4-2*, sRNAs of predominantly 22 nt accumulated from the same loci (Fig. 5a). This was due to DCL2, as in the *fry1-6 dcl2-1 dcl4-2* triple mutant, 21–22-nt sRNAs were almost gone (Fig. 5a). However, for coding-gene-derived sRNAs, *RDR1* was crucial for their biogenesis as *rdr1-1* suppressed the enhanced sRNA accumulation in *fry1-6* (Fig. 5b). Moreover, these sRNAs accumulated even more in the *fry1-6 rdr6-11* mutant than in *fry1-6*, which might be the consequence of the slightly upregulated *RDR1* expression in the absence of *RDR6* function (Supplementary Fig. 6a). Similar to rRNA-derived sRNAs, *dcl2-1* and *dcl4-2* together completely suppressed the over accumulation of coding-gene-derived sRNAs (Fig. 5b).

**Fig. 5:**
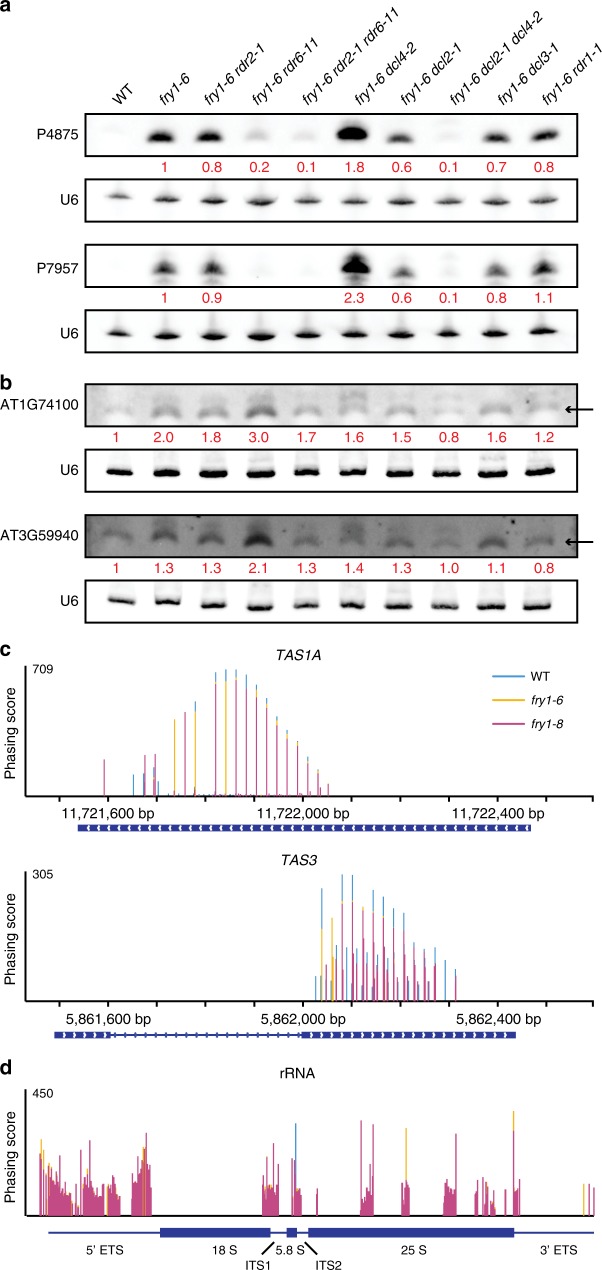
Rogue 21-nt sRNAs are dependent on *RDR*s and *DCL*s for biogenesis. **a** Accumulation of rRNA-derived sRNAs in *rdr* and *dcl* mutants as determined by RNA gel blot assays. For the antisense sRNAs corresponding to the rDNA locus, *rdr6-11* has a suppressive effect, while *rdr2-1* has only a minor suppressive effect. *dcl4-2* enhances the accumulation of longer sRNAs from these two loci, while in *fry1-6 dcl2-1 dcl4-2*, no accumulation of 21-nt or 22-nt siRNAs was detected. This indicated the antagonistic roles of *DCL2* and *DCL4* in siRNA biogenesis at these loci. **b** RNA gel blot assays to determine the abundance of coding-gene-derived sRNAs in *rdr* and *dcl* mutants. Unlike rRNA-derived sRNAs, these sRNAs largely depend on *RDR1* for biogenesis. Besides, both *DCL2* and *DCL4* are required for the accumulation of coding-gene-derived sRNAs. Black arrows indicate the 21-nt sRNAs. **c**, **d** Regions generating phased siRNAs in WT and *fry1*. At *TAS* genes *TAS1A* and *TAS3* (**c**), phasing scores were slightly reduced in *fry1*. However, there are many phased regions from rDNA detected only in *fry1* (**d**). Source data are provided as a Source Data file

As the biogenesis of these 21-nt rogue sRNAs required *RDR1*/*6* and *DCL2*/*4*, we concluded that these sRNAs were siRNAs and, more specifically, ribosomal siRNAs (risiRNAs) for the rRNA-derived ones. The biogenesis requirements of these rogue siRNAs are similar to those of another class of endogenous siRNAs, namely phasiRNAs, which exhibit a head-to-tail phasing signature^3^. Hence, we next investigated the phasing of rogue siRNAs using established methods^52^. Surprisingly, the phasing scores at *TAS* and genes known to generate phasiRNAs were slightly reduced in the two *fry1* mutants, while those at the rDNA locus and many 21-nt hyper DSGs were drastically increased (Fig. 5b–d, Supplementary Fig. 6b). These findings reinforced the conclusion that rogue siRNAs, including risiRNAs, were produced from double-stranded RNAs by processive DCL activity.

### 21-nt risiRNAs are loaded into AGO1

To address whether the 21-nt risiRNAs had any biological impacts in vivo, we first examined whether these siRNAs are loaded into AGO1 by immunoprecipitation (IP) of AGO1 in WT and *fry1-6* (Supplementary Fig. 7a), followed by sequencing of the sRNAs from the IP products (Supplementary Data 6). Three independent experiments were performed. As expected, 21-nt sRNAs were enriched and 24-nt sRNAs were depleted in the AGO1 IP sRNA-seq (Fig. 6a). In addition, 5′ U was a predominant feature of sRNAs in both IP products (Supplementary Fig. 7b). This indicated that AGO1 IP sRNA-seq was successful.

**Fig. 6:**
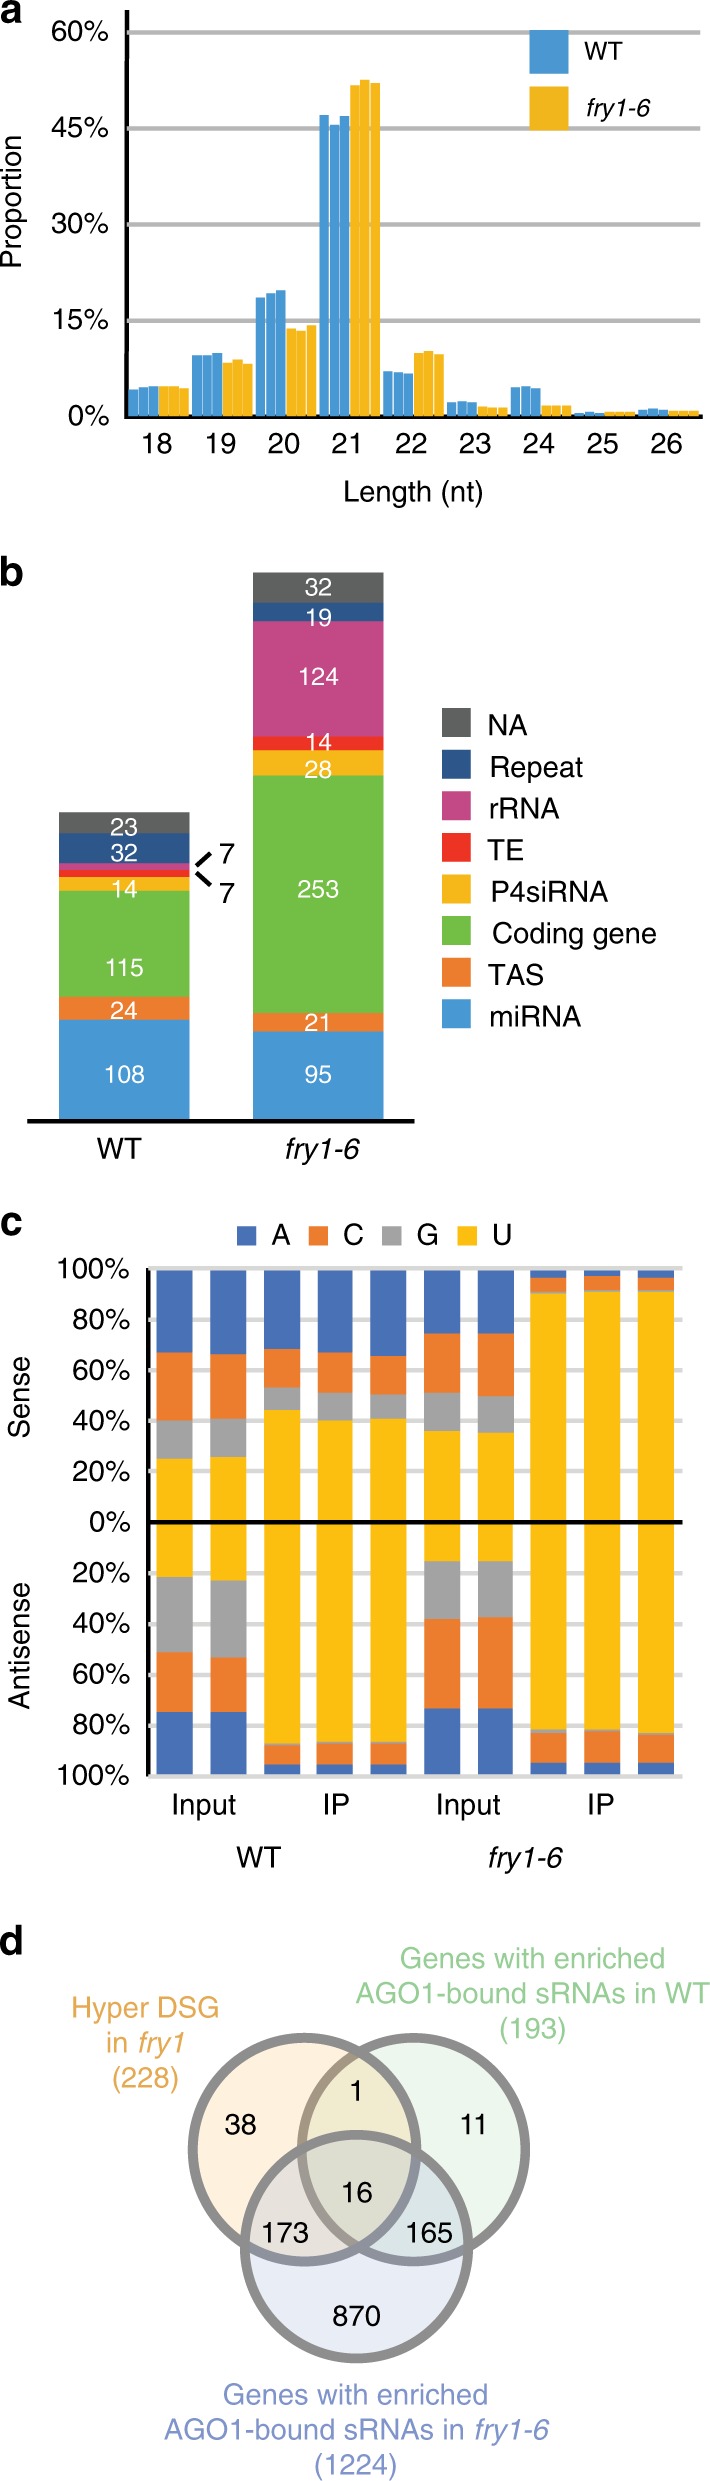
Association of 21-nt risiRNAs with AGO1. **a** Length distribution of mapped reads from sRNA-seq of AGO1 IP in WT and *fry1-6*. The proportion of 21-nt reads in all mapped reads is slightly higher in *fry1-6* than in WT. **b** Genomic classification of 100-bp bins with an enrichment of 21-nt sRNAs in AGO1 IP vs. input from WT and *fry1-6*. Although the numbers of bins corresponding to miRNAs and ta-siRNAs are similar between WT and *fry1-6*, those of bins corresponding to coding genes and rRNAs dramatically increased in *fry1-6*. The annotation was adopted from known genome features. **c** Distribution of 5′ nucleotides among 21-nt sRNAs derived from rRNA regions. In WT, a 5′-U preference was only observed among reads from the antisense strand in AGO1 IP, while in *fry1-6*, a 5′-U preference was observed among reads from both strands. This discovery suggests that the majority of sense reads in WT are not bound by AGO1, while those in *fry1-6* can be loaded into AGO1. **d** Venn diagrams for genes with enriched 21-nt sRNAs. In AGO1 IP, most genes with enriched 21-nt sRNAs identified in WT were also identified in *fry1-6*. The 1224 genes in *fry1-6* also included most of the 21-nt hyper DSGs identified in *fry1*. Source data are provided as a Source Data file

As a preliminary analysis, we used the genome browser to examine AGO1 binding of risiRNAs. At the rDNA locus on chromosome 3, 21-nt sRNAs were depleted in AGO1 IP from WT but enriched on both strands, including the ETS/ITS regions, in AGO1 IP from *fry1-6* (Supplementary Fig. 7c). We then conducted IP enrichment analysis in WT and *fry1-6*: IP-enriched bins were defined as 100-bp bins with a statistically significant increase in sRNA abundance in IP versus input. In WT, most enriched bins were from miRNA and other genes, including *TAS* genes, and there were only 7 enriched bins from rRNA regions (Fig. 6b). Compared to WT, the numbers of enriched bins from miRNA and *TAS* genes were similar, but the number of enriched bins from rRNA regions increased in *fry1-6* (Fig. 6b). We also examined the 5′ nucleotides of these risiRNAs (Fig. 6c). In WT, 5′-U sRNAs constituted about 40% of sense and over 80% of antisense 21-nt sRNAs associated with AGO1. In *fry1-6*, the 5′-U percentages were over 90 and 80% for sense and antisense 21-nt sRNAs, respectively. These findings suggested that in WT, many of these sense sRNAs might not be loaded into AGO1 despite their association with it, whereas rogue rRNA-derived sRNAs from both strands in *fry1-6* could be loaded.

Notably, there were also more 21-nt sRNAs and more enriched 21-nt bins from coding genes in *fry1-6* (Fig. 6b). Therefore, we conducted a similar IP enrichment analysis for genes and identified 193 and 1224 genes as those enriched for AGO1-associated 21-nt sRNAs in WT and *fry1-6*, respectively (Fig. 6d). As expected, the 1224 genes in *fry1-6* included most of the 193 genes identified in WT. The 1224 genes also included most of the 228 hyper DSGs identified in *fry1*. Interestingly, the low overlap between the 228 hyper DSGs (i.e., genes with rogue 21-nt sRNAs in *fry1-6* and *fry1-8*) and the 193 genes with AGO1-bound 21-nt sRNAs in WT suggested that the genes suppressed by *FRY1* for sRNA production were distinct from those that generated sRNAs in WT. We also analyzed the sequence features of the 1224 IP-enriched genes in *fry1-6*, and the results supported the hypothesis that longer genes with fewer exons tended to generate 21-nt siRNAs in *fry1* (Supplementary Fig. 7d–h).

### The loading of miRNAs into AGO1 is compromised in *fry1-6*

Because most miRNAs associate with AGO1 under normal conditions, the miRNA-binding capacity of AGO1 might be compromised by the excessive accumulation of risiRNAs and siRNAs from other coding genes in *fry1*. To support the hypothesis that rogue siRNAs compete with miRNAs for loading into AGO1, we conducted small RNA-seq following AGO1 IP in *fry1-6 rdr6-11*, in which risiRNAs were barely detectable (Fig. 5a) (Supplementary Table 1 and Supplementary Data 6). As expected, around 50% of the 21-nt sRNAs associated with AGO1 were derived from rRNA in *fry1-6*, while the corresponding proportion in WT was less than 5%, according to the genomic classification of AGO1-associated 21-nt sRNAs (Fig. 7a). Consistent with results from the RNA gel blot assay (Fig. 5a), the proportion of risiRNAs in AGO1 was substantially reduced in *fry1-6 rdr6-11* (Fig. 7a and Supplementary Fig. 8a). In addition, the fraction of AGO1-associated miRNAs decreased to less than 30% in *fry1-6*, and was restored to over 50% by the *rdr6-11* mutation (Fig. 7a). Although the numbers of enriched miRNAs in AGO1 IP were similar in WT, *fry1-6* (Fig. 6b), and *fry1-6 rdr6-11* (Supplementary Fig. 8b), the loading efficiency of miRNAs, as represented by the ratio of miRNA levels in IP and input, was slightly decreased in *fry1-6* and restored in *fry1-6 rdr6-11* (Supplementary Fig. 8c, d and Supplementary Data 7). Specifically, for the 20 most abundant miRNAs in WT, the IP/input ratios were significantly reduced in *fry1-6* (Fig. 7b and Supplementary Fig. 8e, paired Wilcoxon test *P* value = 0.001718) and recovered in *fry1-6 rdr6-11* (paired Wilcoxon test *P* value = 0.003654 between *fry1-6 rdr6-11* and *fry1-6*). These results indicated that in *fry1-6* AGO1′s binding to miRNAs declined, and AGO1 associated with risiRNAs. The reduced miRNA abundance in *fry1* mutants was likely due to the compromised loading of miRNAs into AGO1.

**Fig. 7:**
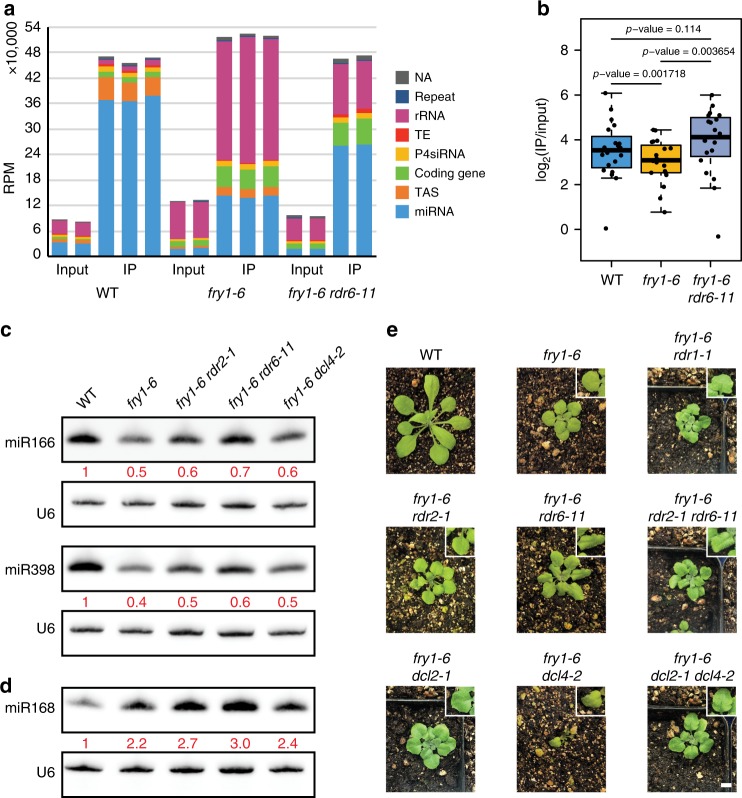
r*dr6-11* partially rescues the *fry1* phenotypes. **a** Genomic classification of 21-nt AGO1-associated sRNAs. In WT, miRNAs and ta-siRNAs constitute the majority of AGO1-associated 21-nt sRNAs. In *fry1-6*, there is a drastic increase in rRNA-derived siRNAs, consistent with the total sRNA composition. The *rdr6* mutation results in a partial removal of risiRNAs and a concomitant partial restoration of miRNAs. The *Y* axis shows the cumulative RPM values for sRNAs corresponding to different genomic features. **b** The AGO1 loading efficiency of the 20 most abundant miRNAs in WT. The loading efficiency is represented by the ratio of RPM in immunoprecipitated samples to that in input. The efficiencies in WT and *fry1-6* are significantly different based on a paired Wilcoxon test (*P* value = 0.001718). The efficiencies are recovered by the *rdr6* mutation (*fry1-6 rdr6-11* vs. *fry1-6*: *P* value = 0.003654; *fry1-6 rdr6-11* vs. WT: *P* value = 0.114). **c**, **d** miRNA accumulation in *rdr* and *dcl* mutants. miR166 and miR398 are downregulated in *fry1-6*, and all three analyzed double mutants show slightly higher abundance of the miRNAs than *fry1-6* (**c**). However, the increased abundance of miR168 in *fry1-6* was still present in the double mutants (**d**). The internal control U6 snRNA was used to determine the relative miRNA levels. **e** Partial rescue of the *fry1* phenotypes by *rdr* and *dcl* mutations. Plants shown are at 22 days after germination. *rdr6-11* can partially rescue the mutant phenotypes of *fry1-6*. Meanwhile, *DCL4* is necessary for the survival of *fry1* mutants, probably due to the enhanced activity of DCL2 in *dcl4-2*. This was supported by the *fry1-6 dcl2-1 dcl4-2* triple mutant. The restoration of leaf shape by *rdr6-11* is shown by the enlarged leaves in the insets. Source data are provided as a Source Data file

To further support the above hypothesis, we examined the abundance of miRNAs in mutants whose risiRNAs were suppressed or partially suppressed, including *fry1-6 rdr2-1*, *fry1-6 rdr6-11*, and *fry1-6 dcl4-2*. In all these mutants, the downregulation of miR166 and miR398 was partially suppressed (Fig. 7c). However, the upregulation of miR168 was not affected in any of these double mutants compared to *fry1-6* (Fig. 7d). Furthermore, the *rdr6-11* mutation partially restored the *fry1* mutant phenotype, especially the leaf shape phenotype (Fig. 7e). However, *dcl4-2* did not rescue the *fry1* phenotype, and the *fry1-6 dcl4-2* double mutants were extremely small and died at about 22 days after germination (DAG) (Fig. 7e). This was similar to the phenotype of the *ein5-1 ski2-3 dcl4* triple mutant, in which enhanced biogenesis of 22-nt siRNAs from endogenous genes by DCL2 led to further production of secondary siRNAs^12^. However, while *dcl2 dcl4* can fully rescue the *ein5-1 ski2-3* mutant phenotype^12^, the phenotype of the *fry1-6 dcl2-1 dcl4-2* triple mutant was similar to that of *fry1-6* but not WT (Fig. 7e). This also suggested that the developmental phenotypes of *fry1* were not fully attributable to rogue siRNAs.

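Transcripts of *Arabidopsis* seedlings of Columbia-0 (WT), the T-DNA line *fry1-6*, and its double mutants with *rdr1-1* and *rdr6-11* were sequenced as paired-end reads in 8 libraries, 2 replicates for each of the 4 genotypes. RDR6 and RDR1 are RNA-dependent RNA polymerases, which copy transcripts into the double-stranded RNA that Dicer-like enzymes cut into siRNAs. The paper gives seedlings of 12 days grown at 22 °C with 8 h of light, while the sample labels give 23 °C and 16 h of light and state the age as 2 weeks in one place. The paper names the NEBNext Ultra kit for the libraries, and the labels name the TruSeq kit. In the labels, the genotype entry of both libraries titled *fry1-6 rdr1-1* reads as the *rdr6* double mutant. Their titles, the series design and the paper give *fry1-6 rdr1-1*, which was followed here. The authors mapped the reads to the Araport11 genome with STAR, allowing a read up to 50 positions and reporting 1 of them, and counted reads per gene with featureCounts. The deposited values are these raw counts for 37361 genes. The strand setting of the counting and its treatment of overlapping genes are not stated, so values of genes that overlap another gene are uncertain. The counts on genes totalled 15680704 and 17456185 in the libraries labelled WT, 15069329 and 15520665 in those labelled *fry1-6*, 20687446 and 17802234 in those labelled *fry1-6 rdr6-11*, and 23295303 and 26285519 in those labelled *fry1-6 rdr1-1*. The highest total was 1.74 times the lowest. Counts were scaled by edgeR's TMM method and given as CPM, edgeR's normalized unit of expression. At these depths 3 counts correspond to between 0.114 and 0.199 CPM before TMM scaling, and a gene at or under 3 counts in a genotype has only a lower bound for its fold change. All 4 genotypes entered a single fit of edgeR's quasi-likelihood model, in which replicates of a gene differed by a biological coefficient of variation of 27.0%. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot give a p under 0.333, so the tests below rest on a spread estimated across genes. The replicates were separate libraries: their counts differed by far more than sampling noise, with a chi-square per gene of between 18.1 and 105.5 in the 4 genotypes.
The mutated genes did not separate the genotypes as labelled. *FRY1* (AT5G63980) was at 49.1 and 27.5 CPM in the libraries labelled WT, 101.3 and 93.6 in *fry1-6*, 80.6 and 150.8 in *fry1-6 rdr6-11*, and 55.0 and 118.5 in *fry1-6 rdr1-1*, higher rather than lower in the mutants, although no difference from WT had an adjusted p under 0.05 (0.186, 0.0592 and 0.171 for the 3 mutants, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; over 7 alternatives from 0.00963 to 0.236, from 0.00307 to 0.0903 and from 0.0128 to 0.299). *RDR6* (AT3G49500) was at 39.5 and 20.2 CPM in WT, 21.5 and 17.4 in *fry1-6*, 12.1 and 20.7 in *fry1-6 rdr6-11*, and 11.0 and 19.5 in *fry1-6 rdr1-1*. *RDR1* (AT1G14790), which overlaps AT1G14780, was at 19.7 and 9.38 CPM in WT, 17.8 and 12.5 in *fry1-6*, 38.9 and 20.9 in *fry1-6 rdr6-11*, and 28.8 and 19.5 in *fry1-6 rdr1-1*. *FRY1* is also on the paper's list of genes that generate siRNAs in *fry1-6*. Counts per gene hold no position within the gene, so reads from a disrupted allele are counted as well. These values therefore neither show nor exclude an exchange of labels, and the genotypes are named by their labels in all comparisons. Chloroplast genes took 0.161% and 0.0342% of the counts in the libraries labelled WT and 0.173% and 0.0509% in *fry1-6*, but between 2.29% and 2.80% in the 4 double-mutant libraries. Replicates with the same number deviated together between WT and *fry1-6* (correlation across genes of 0.668), in opposite directions between either of these and the double mutants (from -0.226 to -0.156), and weakly together between the double mutants (0.183). A batch of libraries, if the double mutants were prepared apart, cannot be told apart from their genotype.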

Because rogue siRNAs were loaded into AGO1, we sequenced the transcriptome of WT, *fry1-6*, *fry1-6 rdr6-11*, and *fry1-6 rdr1-1* to understand if the siRNAs affected gene expression. Despite the large numbers of upregulated and downregulated genes (Supplementary Fig. 8f, g), we focused on known miRNA targets and the 200 genes generating siRNAs in *fry1-6* (Fig. 3f). 

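Of the genes counted, 22744 passed edgeR's expression filter and were tested. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided), 1144 genes were higher and 88 lower in the libraries labelled *fry1-6* than in those labelled WT. In *fry1-6 rdr6-11*, 2484 genes were higher and 1807 lower than in WT, and in *fry1-6 rdr1-1* 1342 were higher and 470 lower. Against *fry1-6*, 416 genes were higher and 666 lower in *fry1-6 rdr6-11*, and 47 were higher and 13 lower in *fry1-6 rdr1-1*. Of these last 60 genes, 42 are chloroplast or mitochondrial genes. With the replicate number as a block, 997 genes passed in *fry1-6* against WT (937 higher), 3605 in *fry1-6 rdr6-11* against WT (2126 higher), 1395 in *fry1-6 rdr1-1* against WT (1082 higher), 555 in *fry1-6 rdr6-11* against *fry1-6* (189 higher) and 45 in *fry1-6 rdr1-1* against *fry1-6* (40 higher). Separate blocks for WT with *fry1-6* and for the double mutants, added after the data were seen, called 2353 genes in *fry1-6* against WT (1801 higher, 552 lower), so that the share of increases fell from 92.9% to 76.5%. Same-numbered libraries of WT and *fry1-6* were correlated in their deviations, and those of the double mutants were not correlated with them in that direction. The choice that moved the number for *fry1-6* most was a fit of WT and *fry1-6* alone, which called 0 genes, with 2917 at an unadjusted p under 0.05. Scaling by total counts without TMM raised the median log2 fold change of all tested genes by 0.12 in *fry1-6*, by 0.37 in *fry1-6 rdr6-11* and by 0.035 in *fry1-6 rdr1-1*, each against WT, and by 0.25 in *fry1-6 rdr6-11* against *fry1-6*. In *fry1-6 rdr1-1* against *fry1-6* the median went the other way, with a shift of -0.087. With TMM the median of all tested genes was between -0.029 and 0.048 in the 5 comparisons.
Among genes past the threshold with an average log2 CPM of at least 1, the largest increases by fitted log2 fold change in *fry1-6* were those of *EPR1*, AT2G06860 and AT3G41761. *EPR1* and AT2G06860 have only lower bounds, so their rank by actual size is not known. The bound of AT5G10340, at least 283-fold, is above that of AT2G06860. *EPR1* (AT2G27380) had no count in either WT library and 68.2 ± 6.43 CPM (SD, n = 2) in *fry1-6*, at least 318-fold higher (adjusted p = 5.92e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also above WT in *fry1-6 rdr6-11* (7.90 and 10.2 CPM in the 2 libraries) and *fry1-6 rdr1-1* (24.9 and 27.6 CPM). AT2G06860, a pseudogene whose upstream neighbour on the same strand in TAIR10.1, AT2G06850, ends 613 bp away and is more strongly expressed, had no count in WT and 11.5 ± 1.82 CPM in *fry1-6*, at least 53.3-fold higher. AT3G41761, a noncoding RNA gene that overlaps AT3G41762, rose from 0.802 ± 0.788 to 1239 ± 455 CPM. The largest decreases were those of AT1G68945, from 13.4 ± 1.81 to 1.68 ± 0.0799 CPM (log2 fold change -2.99, standard error 0.36), AT2G04170, from 7.75 ± 1.59 to 1.05 ± 0.0209 CPM (-2.87, standard error 0.32), and the snoRNA gene AT1G09027, from 12.0 ± 1.27 to 1.65 ± 0.126 CPM (-2.86, standard error 0.39). AT1G68945 also lies downstream of a more strongly expressed gene, AT1G09023, 582 bp away. AT1G68945 and AT1G09027 overlap each other, so their counts cannot be taken as independent.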

Among 10 representatives of known miRNA targets, 7 of them showed upregulated expression in *fry1-6*, and this upregulation was reduced in at least one of the *fry1-6 rdr6-11* and *fry1-6 rdr1-1* mutants (Supplementary Fig. 8h). This suggested that mutations in either *RDR6* or *RDR1* can partially restore miRNA activity in the *fry1* mutant. 

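The text does not name the 10 targets, so a list of 76 known mRNA targets of 23 miRNA families was fixed before the data were examined, and 73 of them passed the expression filter. In the libraries labelled *fry1-6*, 57 of the 73 were higher and 16 lower than in WT, with a median log2 fold change of 0.45 against -0.028 for all tested genes (adjusted p = 5.35e-09 from limma's camera set test on the edgeR fit, Benjamini-Hochberg over 10 set tests). The median was a little larger than 0.43, the SD of a difference between single libraries of the 2 genotypes, which combines the replicate SDs of both. Means of 2 libraries, as compared in the fold changes, have a smaller SD. The value of 0.43 takes no account of replicate numbers, although same-numbered libraries of these genotypes deviated together (0.668). Relative to the mean of all 8 libraries, the median target was at -0.26 and -0.85 (log2) in the WT libraries and at 0.28 and 0.13 in the *fry1-6* libraries, a rise of 0.54 between the libraries numbered 1 and of 0.98 between those numbered 2. Camera's p depends on the correlation assumed between genes. At 0.01, its default, the list stood apart, and with the correlation estimated from these libraries it did not (adjusted p = 0.448), while the other 12 alternatives gave adjusted p from 5.09e-14 to 0.0153. The increase over WT was also seen in *fry1-6 rdr6-11* (median 0.87, 50 of 73 higher, adjusted p = 1.06e-06 from camera) and in *fry1-6 rdr1-1* (median 0.68, 59 of 73 higher, adjusted p = 3.60e-08). Against *fry1-6*, the median target changed by -0.0032 in *fry1-6 rdr6-11* (adjusted p = 0.802) and by 0.027 in *fry1-6 rdr1-1* (adjusted p = 0.987). Both changes were smaller than the SDs of a difference between single libraries, 0.10 and 0.12. With the replicate block the 5 medians were 0.51, 0.88 and 0.74 against WT and 0.021 and 0.019 against *fry1-6*. Relative to the median of all tested genes, the target median in *fry1-6 rdr6-11* against *fry1-6* was -0.025, and -0.013 with the replicate block. For the 42 targets of miRNA families reduced in *fry1-6*, the median in *fry1-6 rdr1-1* against *fry1-6* was -0.14 (26 lower, adjusted p = 0.384 from camera). This change was larger than the SD of 0.12 of the full list. In *fry1-6 rdr6-11* the median of these 42 was -0.026 (22 lower, adjusted p = 0.850). By single genes, 19 targets were higher in *fry1-6* than in WT at an adjusted p under 0.05 over all genes, and 24 when adjusted over the list alone (edgeR's quasi-likelihood test). Of the 19, 14 had a lower value in at least 1 double mutant than in *fry1-6* (18 of the 24 on the list alone). None of those decreases had an adjusted p under 0.05, and 6 had an unadjusted p under 0.05. Over 10 alternatives the number of called decreases ranged from 0 to 7, and was 2 with DESeq2. The 7 came with the separate blocks, added after the data were seen, which may call too many genes here. Of the 57 targets with any increase, 30 were lower in *fry1-6 rdr6-11*, 33 in *fry1-6 rdr1-1*, 24 in both and 39 in at least 1. For comparison, 72.8% of the 10706 tested genes with any increase in *fry1-6*, and 90.6% of the 1144 called higher, were lower than *fry1-6* in at least 1 double mutant.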

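Of the targets higher in the libraries labelled *fry1-6* and lower in a double mutant, the 5 with the smallest adjusted p in *fry1-6* against WT were *MYB65*, *PHB*, *GRF1*, *MYB33* and *SPL6*. *MYB65* (AT3G11440, which overlaps AT3G11450) rose from 3.98 ± 0.268 CPM (SD, n = 2) in WT to 24.3 ± 1.97 in *fry1-6*, a log2 fold change of 2.605 (standard error 0.16, adjusted p = 0.00114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 27.9 ± 1.71 CPM in *fry1-6 rdr6-11* and 22.1 ± 0.301 in *fry1-6 rdr1-1*. *PHB* (AT2G34710) rose from 41.9 ± 0.0229 to 186 ± 8.35 CPM and stood at 146.6 and 171.4 CPM in the libraries of *fry1-6 rdr6-11* and at 140 ± 16.2 CPM in *fry1-6 rdr1-1*. *GRF1* (AT2G22840, which overlaps AT2G22850) rose from 18.7 ± 5.17 to 107 ± 14.9 CPM, with 63.7 ± 1.05 in *fry1-6 rdr6-11* and 87.9 ± 6.93 in *fry1-6 rdr1-1*. Its log2 fold change of -0.75 between *fry1-6 rdr6-11* and *fry1-6* (standard error 0.22, adjusted p = 0.0937, from 0.0150 to 0.153 over 7 alternatives) was the largest decrease among these genes. *MYB33* (AT5G06100) rose from 19.5 ± 1.00 to 46.4 ± 2.18 CPM. It was higher still in *fry1-6 rdr6-11* (63.4 ± 2.27 CPM) and lower in *fry1-6 rdr1-1* (40.8 ± 0.158 CPM). *SPL6* (AT1G69170, which overlaps AT1G69180) rose from 5.72 ± 0.809 to 15.3 ± 0.163 CPM and did not differ from that in the double mutants (15.3 ± 1.93 and 15.6 ± 1.81 CPM). Its change of -0.0032 in *fry1-6 rdr6-11* against *fry1-6* became 0.24 with total counts, where the median of all tested genes was 0.27. Against WT, all 5 genes remained past the threshold in both double mutants, with adjusted p from 6.75e-04 to 0.00998. From the targets that were higher in *fry1-6* and less so in a double mutant, the paper proposes that loss of either RNA-dependent RNA polymerase partly restores miRNA activity.

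**Figure D1:**
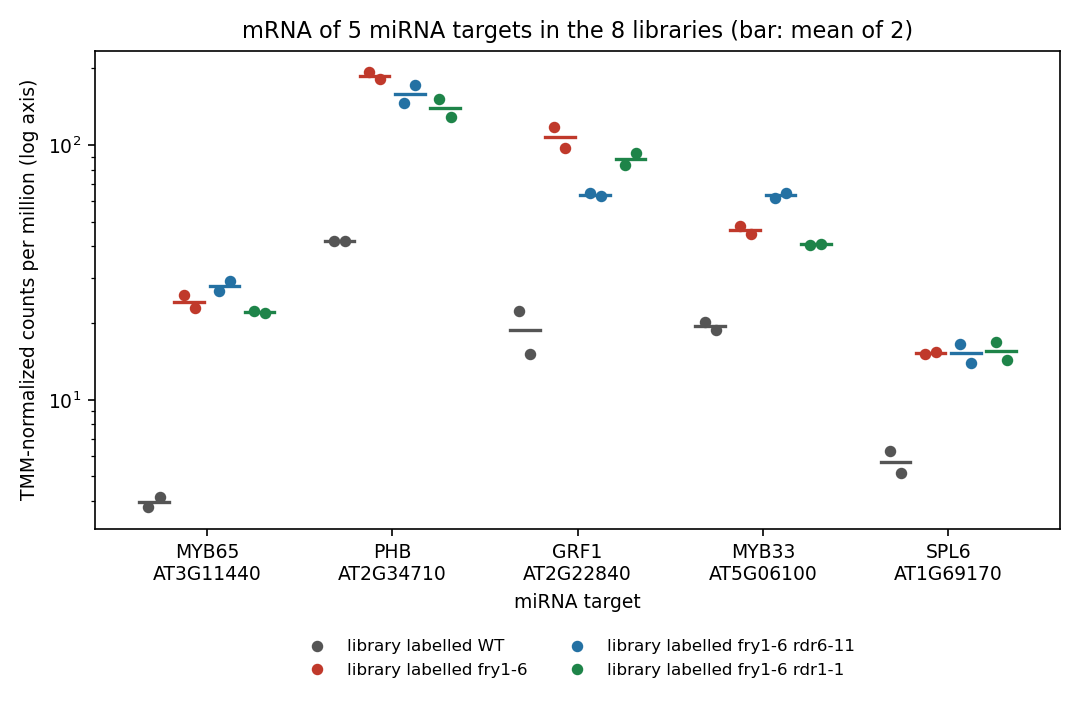
TMM-normalized CPM (log axis) of 5 miRNA targets in the 8 libraries, by the genotype on their labels. Points are the 2 replicates and bars their mean; every mutant library lies above both WT libraries, and *GRF1* in *fry1-6 rdr6-11* (63.7 CPM) lies below *fry1-6* (107 CPM).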

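The genes that generate siRNAs in *fry1-6* were taken from Supplementary Data 3 as those with a 21-nt sRNA increase of more than 1.5-fold in *fry1-6* at p under 0.01, which gave 200 genes. The count tables list 188 of them, and 177 passed edgeR's expression filter. With at least 1 count in any library as the criterion the number was 186, with a mean of at least 1 CPM 173, with an adjusted p from DESeq2 182, and with at least 10 counts in every library 83% of the 200. The paper's text does not name its criterion. In TAIR10.1, 89 of the 200 genes overlap another gene. Some overlapping pairs are both on the list with equal fold changes, such as AT1G05560 with AT1G05562 and AT4G36030 with AT4G36032. Numbers of genes and tests of the set therefore hold some reads more than once, except where overlapping genes were left out. Of the 5 genes with the most 21-nt siRNAs in *fry1-6* in Supplementary Data 3, AT4G19395 is not among the genes counted. AT5G10340 was at 0.133 ± 0.0145 CPM (SD, n = 2) in the libraries labelled WT, at or under 3 counts in each, and at 60.8 ± 21.2 CPM in *fry1-6*, 5.56 ± 1.69 in *fry1-6 rdr6-11* and 3.93 ± 0.928 in *fry1-6 rdr1-1*, which is at least 283-fold, 25.9-fold and 18.3-fold higher than in WT. Its decrease from *fry1-6* had a log2 fold change of -3.45 in *fry1-6 rdr6-11* (adjusted p = 0.00895) and of -3.95 in *fry1-6 rdr1-1* (adjusted p = 0.0102, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0148 and 0.142 when chloroplast and mitochondrial genes were left out of the fit). AT2G16586 rose from 0.450 ± 0.376 CPM in WT to 38.3 ± 22.3, 27.2 ± 4.70 and 37.5 ± 18.7 CPM in the 3 mutants, without a difference among them beyond the replicate spread. AT5G50290, which lies 67 bp downstream of a more strongly expressed gene, AT5G50280, stayed under 1 CPM on average in all 4 genotypes. AT3G59940, which overlaps AT3G09275 and AT3G59950, was at 296 ± 111 CPM in WT, 357 ± 65.1 in *fry1-6*, 152 ± 37.4 in *fry1-6 rdr6-11* and 390 ± 68.5 in *fry1-6 rdr1-1*. Its lower value in *fry1-6 rdr6-11* was not past the threshold against WT (log2 fold change -0.96, adjusted p = 0.0825, from 0.00711 to 0.187 over 7 alternatives) or against *fry1-6* (-1.23, adjusted p = 0.0809).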

186 genes accumulating siRNAs in *fry1-6* were detectably expressed by the RNA-seq and they showed different expression patterns in *fry1-6 rdr1-1* and *fry1-6 rdr6-11*. In *fry1-6 rdr1-1*, where siRNA biogenesis from these genes was compromised, the expression of these genes was upregulated significantly as compared to WT. 

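In the libraries labelled *fry1-6 rdr1-1*, 115 of the 177 siRNA-generating genes tested were higher and 62 lower than in WT. Their median log2 fold change was 0.29, which is 0.24 above the median of all tested genes. It was smaller than 0.34, the SD of a difference between single libraries of the 2 genotypes. Means of 2 libraries, as compared here, have a smaller SD. The set was not past the threshold in limma's camera test (adjusted p = 0.0575, Benjamini-Hochberg over the 10 set tests), and it was under 8 of 14 alternatives, whose adjusted p ranged from 0.00381 to 0.995. The replicate block, under which the correlation of same-numbered libraries of WT and *fry1-6 rdr1-1* was -0.181, gave a median of 0.34 (adjusted p = 0.0183). Without genes that overlap another gene the median was 0.12 (57 genes higher, 39 lower, adjusted p = 0.294). Left out in turn, the 4 libraries of the comparison gave medians from 0.13 to 0.59. The median gene of the set stood at 0.12 and -0.34 (log2, relative to the mean of all libraries) in the WT libraries, at 0.25 and -0.11 in *fry1-6*, and at 0.097 and 0.22 in *fry1-6 rdr1-1*. In *fry1-6* itself the set had a median of -0.0099 against WT, with 87 genes higher and 90 lower (adjusted p = 0.248 from camera). Same-numbered libraries of WT and *fry1-6* deviated together (correlation 0.668), and the set's value rose within both pairs. The replicate block gave -0.012 (adjusted p = 0.123), and separate blocks for WT with *fry1-6* and for the double mutants, added after the data were seen, gave 0.036 with an adjusted p past the threshold (0.0247). In *fry1-6 rdr1-1* against *fry1-6* the median was 0.13 (adjusted p = 0.405). With separate blocks *fry1-6 rdr1-1* had a median of 0.36 against WT (adjusted p = 0.00381) and of 0.16 against *fry1-6* (adjusted p = 0.302), but between the 2 groups of genotypes these blocks leave the shift shared by same-numbered libraries out of the error, so the p-values there may be too small. Gene by gene, 17 siRNA-generating genes were higher and 4 lower in *fry1-6 rdr1-1* than in WT at an adjusted p under 0.05 over all genes (24 and 4 when adjusted over the list alone), and in *fry1-6* 14 were higher and 0 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 47 were higher and 18 lower in *fry1-6 rdr1-1*, and 27 and 4 in *fry1-6*.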

Congruously, their expression decreased in *fry1-6 rdr6-11*, in which siRNA biogenesis from these genes was enhanced (Supplementary Fig. 8i). This indicated that either siRNA biogenesis would eliminate transcripts from these genes or accumulated siRNAs would target the corresponding transcripts for cleavage.

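In the libraries labelled *fry1-6 rdr6-11*, 88 siRNA-generating genes were higher and 89 lower than in WT, with a median log2 fold change of -0.0060, or -0.045 relative to the median of all genes (adjusted p = 0.639 from camera, Benjamini-Hochberg over the 10 set tests). The genes moved apart rather than together: 26 were higher and 22 lower at an adjusted p under 0.05 over all genes tested, 30 and 26 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the quartiles of the set were log2 fold changes from -0.70 to 0.65. Against *fry1-6*, the set had a median of -0.058, or -0.079 relative to all genes, with 84 genes higher and 93 lower. Left out in turn, the 4 libraries of this comparison gave medians from -0.24 to 0.15. Camera gave an adjusted p of 0.0489 there, from 0.00373 to 0.995 over 14 alternatives, of which 9 were past the threshold. The median itself was smaller than 0.26, the SD of a difference between single libraries of these genotypes. Without genes that overlap another gene, 96 genes remained, with medians of -0.23 against WT (adjusted p = 0.294) and -0.33 against *fry1-6* (adjusted p = 0.00373). The replicate block gave medians of 0.062 against WT (adjusted p = 0.660) and -0.041 against *fry1-6* (adjusted p = 0.0194), with correlations of same-numbered libraries of -0.226 and -0.185. Because these correlations were negative, a crossed block that pairs replicate 1 of WT and *fry1-6* with replicate 2 of the double mutants was added after the values were seen. It gave medians of 0.085 against WT (adjusted p = 0.788) and -0.044 against *fry1-6* (adjusted p = 0.0719, not past the threshold). Separate blocks for WT with *fry1-6* and for the double mutants, also added then, gave 0.10 against WT (adjusted p = 0.707) and -0.015 against *fry1-6* (adjusted p = 0.00864, which may be too small because these blocks leave the shift shared by same-numbered libraries out of the error between the 2 groups of genotypes). Total counts in place of TMM gave medians of 0.37 and 0.20, each below the median of all genes under that scaling (0.41 and 0.27).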

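A direct comparison of the double mutants, added after the chloroplast shares were seen because the libraries of both are high in them, gave lower values for 115 and higher values for 62 of the 177 siRNA-generating genes in the libraries labelled *fry1-6 rdr6-11* than in those labelled *fry1-6 rdr1-1*. The median log2 fold change was -0.17, against 0.019 for all tested genes (adjusted p = 3.27e-04 from camera, Benjamini-Hochberg over 2 sets). The difference depended on the set test: with the inter-gene correlation estimated from these libraries camera gave an adjusted p of 0.629, and limma's rotation test 0.337. The replicate block gave -0.17, with 114 genes lower. With total counts in place of TMM the median was 0.17, still below the median of all genes under that scaling, 0.35. Gene by gene, 9 of the 177 were lower and 1 was higher at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), among 228 lower and 23 higher of all genes tested. With DESeq2, 19 of the set were lower and 3 higher, and with separate blocks 30 and 10. With the replicate block these numbers were 11 and 0, and with total counts 7 and 1. Of all genes, 1032 were lower and 251 higher with DESeq2, and 100 and 41 with total counts. The miRNA targets did not differ between the double mutants (median 0.032, adjusted p = 0.660 from camera). The direction rests on the labels, since the counts of *RDR6* and *RDR1* do not tell the double mutants apart. From the higher expression where these siRNAs are lost and the lower expression where they are enhanced, the paper concludes that either the production of siRNAs uses up the transcripts or the siRNAs direct their cleavage.

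**Figure D2:**
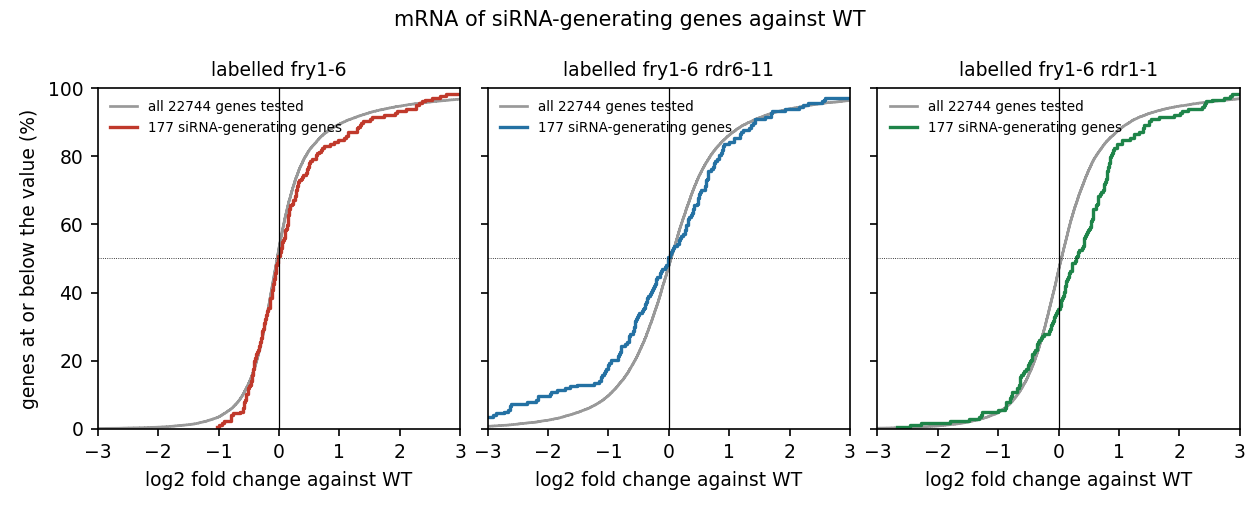
Cumulative percentage of genes (vertical axis) by log2 fold change against WT (horizontal axis, shown from -3 to 3), for the siRNA-generating genes (coloured lines) and all tested genes (grey lines) in libraries labelled *fry1-6* (left), *fry1-6 rdr6-11* (middle) and *fry1-6 rdr1-1* (right). The set's median is at -0.0099, -0.0060 and 0.29; 3, 11 and 3 of its 177 genes lie outside the axis.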

### The loading of miRNAs into AGO2 is compromised in *fry1-6*

We noticed that miR390, which is predominantly bound by AGO7 and AGO2^53^, also decreased in abundance in *fry1-6* (Fig. 1e and Fig. 2c). This may also be attributed to compromised loading of miR390 into AGO2/7 due to competition from rogue siRNAs. Thus, we tested the loading of AGO2-associated miRNAs by AGO2 IP followed by sRNA sequencing in WT, *fry1-6*, and *fry1-6 rdr6-11* (Supplementary Data 6). The composition of 21-nt reads, the most abundant length in AGO2 IP samples (Supplementary Fig. 9a), was very different among the three genotypes. In WT, AGO2 mainly associated with miRNAs and trans-acting siRNAs (ta-siRNAs), while in *fry1-6* risiRNAs and coding-gene-derived siRNAs constituted the majority of AGO2-associated sRNAs (Supplementary Fig. 9b). Meanwhile, as *rdr6-11* removed ta-siRNAs and a portion of risiRNAs, the proportion of AGO2-associated miRNAs increased in *fry1-6 rdr6-11* compared to the *fry1-6* single mutant (Supplementary Fig. 9b).

Next, we conducted analyses to identify genomic regions showing statistically higher levels of sRNAs in AGO2 IP relative to input. In *fry1-6*, the number of enriched bins corresponding to coding genes and Pol IV-dependent siRNA regions drastically decreased while that of rRNA bins increased as compared to WT (Supplementary Fig. 9c). Consistent with the findings from AGO1 IP (Fig. 6b and Supplementary Fig. 8b), the *fry1-6 rdr6-11* mutant also showed a partial restoration of AGO2′s sRNA binding profile in terms of the numbers of enriched bins (Supplementary Fig. 9c). We specifically examined known AGO2-bound miRNAs^53^, including miR159, miR390, and miR408 (Supplementary Data 8). The levels of the miRNAs in AGO2 IP decreased in *fry1-6* but were slightly restored in *fry1-6 rdr6-11* (Supplementary Fig. 9d). We then examined the coding gene-derived siRNAs and risiRNAs. AGO2 bound siRNAs from 154 of the 228 genes with rogue siRNAs in *fry1* (Supplementary Fig. 9e). Also, 5′ A, which is preferred by AGO2^45^, was enriched in risiRNAs from both strands (Supplementary Fig. 9f). We noticed that, although *rdr6-11* suppressed the loading of risiRNAs into AGO2, there were still 80 bins of risiRNAs in *fry1-6 rdr6-11* (Supplementary Fig. 9c, g), and most of them were from the 5′ ETS (Supplementary Fig. 9g). These results suggested that the loading of sRNAs into AGO2 was affected in *fry1-6*.

## Discussion

Because sRNAs from rDNA regions are usually considered degradation products of mature rRNAs, many previous sRNA-seq analyses have often excluded these sequences by removing them during library construction or after read mapping during data analysis. Still, some studies have reported the existence of rRNA-derived siRNAs and implicated their functions. In *S. pombe*, because rr-siRNAs preferentially begin with 5′ U and associate with Ago1, they may sequester Ago1 and interfere with its function^17^. Recent studies in *C. elegans* have described similar phenomena: under conditions such as 3′-5′ exonuclease impairment, cold stress, and deficient rRNA processing, 22-nt siRNAs with a 5′-G preference accumulated from both strands of rDNA. These risiRNAs can be loaded into NRDE-3, a nuclear Ago protein, and potentially target rRNA precursors^19,20^. In *Arabidopsis*, 24-nt siRNAs from rDNA involved in the RNA-directed DNA methylation pathway was first identified^21,22^. These siRNAs are not derived from rRNA precursors or mature rRNAs as they are generated in a Pol IV-dependent manner. Small RNAs generated from rRNAs or their precursors have also been found in plants. Some vasiRNAs in virus-infected *Arabidopsis* are from rRNAs, are 21-nt long, and are dependent on DCL4 and RDR1 for biogenesis^25^. Similarly, rRNA-derived 21-nt siRNAs accumulate in *xrn2 xrn3* and *fry1* mutants^37^. But neither of these reports provided evidence for the AGO association of these rRNA-derived small RNAs. In this study, we report the extreme accumulation of AGO1-associated and AGO2-associated risiRNAs in plants. We showed that sRNAs arose from both strands and from the EST/IST regions of the rDNA loci in *fry1* (Fig. 4b) and that they competed with miRNAs for loading into AGO1 and AGO2. Since the accumulation of risiRNAs was dependent on XRN2/3 (Fig. 4c), it is reasonable to assume that their biogenesis occurs in the nucleus. Nuclear risiRNAs would pose a threat to miRNAs, which are loaded into AGO1 in the nucleus^54^. On the other hand, the present findings indicate that risiRNA biogenesis is also dependent on RDR6 and DCL4 (Fig. 5a), which localize to both the cytoplasm and the nucleus^55–57^, complicating predictions about the site of risiRNA biogenesis.

Based on the present findings, we propose a competition model as shown in Fig. 8. In WT plants, FRY1 degrades PAP to ensure the activities of XRN4 in the cytoplasm and XRN2/3 in the nucleus. XRN4 and XRN2/3 efficiently degrade aberrant RNAs in the cytoplasm and nucleus, respectively, which prevents the biogenesis of siRNAs. Thus, most AGO1 proteins are occupied by miRNAs. In the *fry1* mutants, PAP accumulates and inhibits the activity of XRNs. Aberrant mRNAs and rRNAs accumulate and are captured by the siRNA pathway, which consequently generates rogue siRNAs that compete with miRNAs to occupy AGO1 and AGO2 proteins. Perhaps as an attempt to reach miRNA homeostasis, AGO1 levels were increased in *fry1* (Supplementary Fig. 2e)^43^. However, excessive risiRNAs and siRNAs from coding genes still outcompeted miRNAs, resulting in their low loading efficiency and reduced abundance. Thus, the proper partitioning of AGO1 for miRNA and siRNA binding requires RQC.

**Fig. 8:**
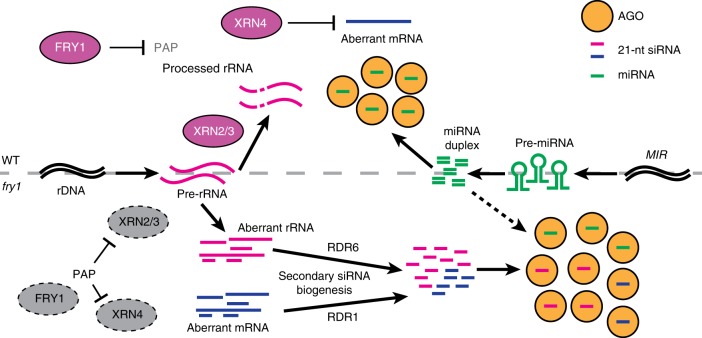
A proposed model of *FRY1* function in balancing siRNA and miRNA biogenesis in *Arabidopsis*. In WT plants (upper half of the diagram), FRY1 degrades PAP to ensure the activation of XRN2/3/4 function. XRNs degrade aberrant RNAs to prevent the biogenesis of rogue siRNAs. As a result, most AGO (AGO1 and AGO2) proteins are associated with miRNAs and function in miRNA-directed target regulation. In *fry1* mutants (lower half of the diagram), PAP accumulates and inhibits XRN activity. The resulting aberrant RNAs, including mRNAs and rRNAs, are captured by the PTGS siRNA pathway. Rogue 21-nt sRNAs are generated from the aberrant RNAs by RDR1 and RDR6, respectively, and compete with miRNAs for AGO occupancy. The altered partitioning of AGO between miRNAs and siRNAs leads to reduced abundance of miRNAs

Consistent with previous findings in cytoplasmic RNA decay mutants^12^, the *fry1-6 dcl4-2* double mutant was not viable but viability could be restored by the *dcl2-1* mutation (Fig. 7e). Nevertheless, the *fry1-6 dcl4-2 dcl2-1* triple mutant, like *fry1-6 rdr2-1* and *fry1-6 rdr6-11*, still exhibited abnormal phenotypes compared to WT plants (Fig. 7e), indicating only a partial rescue of *fry1* by mutations in the siRNA pathway. Indeed, the abundance of miR166 and miR398 was only partially restored in *fry1-6 rdr6-11* that lacked rogue siRNAs (Fig. 7c). FRY1 and XRN2/3 facilitate the turnover of excised pre-miRNA loops in *Arabidopsis*^9^. This defect in miRNA processing may also affect the abundance of mature miRNAs. The partial rescue of *fry1* by *rdr6-11* or *dcl2-1 dcl4-2* differs from the full phenotypic rescue of *ein5-1 ski2-3* by the same mutations^12^, but resembles the minimal rescue of *dcp2-1* and *vcs-6* by *rdr6*^*sgs2-1*10^. We also noticed that there were still abundant risiRNAs from the 5′ ETS in all *rdr6* samples (Supplementary Fig. S8a and 9g); the biogenesis of these risiRNAs was *RDR6*-independent. These 21-nt risiRNAs may have originated from the bidirectional transcription of rDNA, as previously reported^23^ and may account for the partial rescue of *fry1* phenotypes by *rdr6*. Despite this, the *fry1* mutant phenotypes may not be entirely attributable to the accumulation of risiRNAs and 21-nt siRNAs from coding genes. Other processes affected in *fry1*, such as RNA processing, RNA decay, and sulfur metabolism, may also contribute to the phenotypes.

In summary, we show that RNA silencing activity is impacted by competition between miRNAs and siRNAs for AGO1 in *Arabidopsis*, and RNA quality control maintains small RNA homeostasis to ensure proper miRNA activities.

## Methods

### Plant materials and growth

*Arabidopsis thaliana* wild-type (accession Columbia-0) and T-DNA insertion lines of *FRY1* (AT5G63980, *fry1-6*: SALK_020882, *fry1-8*: SALK_151367), *XRN2* (AT5G42540, *xrn2-1*: SALK_041148), *XRN3* (AT1G75660, *xrn3-2*: SAIL_762H09), *XRN4* (AT1G54490, *xrn4-5*: SAIL_681E01), *PRMT3* (AT3G12270, *atprmt3-2*: WISCDSLOX391A01), *RDR1* (AT1G14790, *rdr1-1*: SAIL_672F11), *RDR2* (AT4G11130, *rdr2-1*: SAIL_1277H08), *RDR6* (AT3G49500, *rdr6-11*: CS24285), *DCL2* (AT3G03300, *dcl2-1*: SALK_064627), *DCL3* (AT3G43920, *dcl3-1*: SALK_005512), and *DCL4* (AT5G20320, *dcl4-2*: GABI_160G05) were used in this study. Seeds were germinated on 1/2 MS medium under short-day conditions (8 h light and 16 h dark) at 22 °C, and seedlings were either collected for analyses or transferred to soil for phenotypic observation on day 12.

### EMS mutagenesis and mutant identification

amiR-CTR1 (CGGGUUGGGAAUAAUAUGUAU) was designed using WMD tools (http://wmd3.weigelworld.org/cgi-bin/webapp.cgi) then inserted into the *MIR319a* backbone^58^. The amiR-CTR1 fragment was recombined into the plasmid *pER10* containing a β-estradiol-induction cassette using the Xho1 and Spe1 restriction sites (Supplementary Data 9). The construct was transformed into WT *Arabidopsis* by *Agrobacterium* transformation. To locate the T-DNA insertion site, we re-sequenced the amiR-CTR1 transgenic plants on the HiSeq 2000 platform at the genomics core facility at UCR. By mapping the resulting reads to the Araport11 *Arabidopsis thaliana* genome (https://www.araport.org), we determined that the insertion was between nucleotides 18214427 and 18214448 on chromosome 5. We also confirmed that there was only a single T-DNA insertion in the genome, as no chimeric reads from two T-DNA borders (LB/RB) were found. About 2 mL freshly collected amiR-CTR1 seeds were used for ethyl methanesulfonate (EMS) mutagenesis. Seeds were washed in 0.1% Tween-20 for 15 min then treated with 50 mL 0.1% EMS overnight on a rotator in a fume hood. The seeds were transferred to 0.5 M NaOH and incubated overnight, rinsed with ddH_2_O several times, then washed in ddH_2_O for 4 h. Finally, the seeds were sown in soil.

To find the causal mutation in T5520, the CTAB method was used to extract DNA from ~50 plants with the T5520 phenotype from the F2 population of the T5520 x Col-0 cross. A DNA library was constructed with the NEBNext Ultra™ II DNA Library Prep Kit for Illumina (E7645S, NEB) according to the manual. The library was sequenced on the HiSeq 2000 platform at the genomics core facility at UCR, and the PE150 reads were mapped to the *Arabidopsis* genome. SNPs were called using SAMtools v1.9^59^ then analyzed to identify the causal mutation using an online software NGM (http://bar.utoronto.ca/ngm/index.html). From the NGM result, we narrowed the location of the mutation to a region consisting of 10 candidate genes (AT5G49770, AT5G52170, AT5G54330, AT5G55330, AT5G57060, AT5G62770, AT5G63450, AT5G63980, AT5G64390, and AT5G64430) that contained SNPs with discordant chastity scores over 0.95. We designed dCAPS primers for all of the candidate genes and analyzed another batch of F2 plants with the mutant phenotype^60^. This analysis pinpointed the mutation to AT5G64390 (*FRY1*).

### RNA extraction and northern blotting

Total RNA was extracted from 12-day-old WT and mutant seedlings using TRI reagent (MRC, TR118) according to the manufacturer’s instructions. For each sample, 10 μg total RNA was run on a 15% urea-PAGE gel and transferred to a Hybond NX membrane. The RNA was cross-linked to the membrane with the EDC cross linking buffer (0.16 M EDC, 0.13 M 1-methylimidazole at pH 8.0) at 65 °C for 90 min. Biotin-labeled probes were added to the hybridization buffer (5X SSC, 20 mM Na_2_HPO_4_ at pH 7.2, 7% SDS, 2× Denhardt’s solution) and incubated with the membrane at 55 °C overnight. After two wash steps (2X SSC, 0.1%SDS, 55 °C, 20 min each time) to remove excess probe, the membrane was processed using the Chemiluminescent Nucleic Acid Detection Module Kit (ThermoFisher, 89880) according to the instruction manual with probes described in Supplementary Data 9. The relative expression level in the RNA gel blots was calculated against the internal control U6 using Fiji^61^.

### Protein detection

Aerial tissues (25 mg) of 12-day-old seedlings were harvested for protein extraction using 1× SDS buffer (100 mM Tris at pH6.8, 4% SDS, 20% Glycerol, 0.2% Bromophenol blue). The samples were loaded onto a 10% SDS-PAGE gel and proteins were then transferred to a nitrocellulose membrane after electrophoresis. Anti-AGO1 antibody (1:3,000, Agrisera, AS09 527) was used to detect the AGO1 protein, and the 60S ribosomal protein L13 was detected with its antibody (1:2,500, Agrisera, AS13 2650) and served as the internal control.

### sRNA library construction and sequencing

Total RNA (20 μg) from WT (Col-0), *fry1-6*, and *fry1-8* was resolved on a 15% urea-PAGE gel, and the sRNA fraction (15–40 nt) was excised. sRNAs in the excised gel were recovered in 0.4 M NaCl, followed by ethanol precipitation. sRNA libraries were constructed using the NEBNext Small RNA Library Prep Set for Illumina (NEB, E7300S) according to the manufacturer’s instructions. The libraries were pooled and sequenced to generate 75-bp single-end reads on an Illumina NextSeq CN500 platform at Berry Genomics (Beijing, China).

### Analysis of sRNA-seq data

Our sRNA-seq data and published datasets (GSE57936, GSE65056, GSE95473) were analyzed using a publicly available pipeline, pRNASeqTools v0.6. The sRNA-seq raw reads were trimmed to remove the 3′ adapter sequences (AGATCGGAAGAGC) then size-selected (18–42 nt) using cutadapt v1.9.1^62^. The trimmed reads were mapped to the Araport11 genome using ShortStack v3.4^63^ with parameters ‘-bowtie_m 1000-ranmax 50-mmap u-mismatches 0′. To calculate and compare sRNA abundance in the WT and mutant libraries, the *Arabidopsis* genome was tiled into 100-bp bins (or bins based on specific features, e.g., miRNAs, TEs, genes, and 1000-bp gene-upstream sequences), and reads whose 5′ end nucleotides mapped to a given bin were assigned to that particular bin. Normalization was conducted by calculating the RPM value (reads per million mapped reads) for each bin, and comparison was performed for each category of bins using the R package DESeq2^64^. The significance of overlap was calculated using the R package SuperExactTest^65^. sRNA target prediction was performed by psRNATarget^66^ using the 2017 scheme with expectation ≤2.

### AGO IP and sRNA-seq

Total protein was extracted from WT, *fry1-6*, and *fry1-6 rdr6-11* seedlings using IP buffer (50 mM Tris 7.5, 150 mM NaCl, 10% glycerol, 0.1% NP-40, and 1× proteinase inhibitor cocktail). AGO1 antibody (8 μL/g) or AGO2 antibody (16 μL/g, Agrisera, AS13 2682) and protein A Dynabeads (Invitrogen, 10002D) were sequentially added to the supernatant to obtain the AGO protein complex. For WT, *fry1-6*, and *fry1-6 rdr6-11*, the immunoprecipitation, RNA extraction, library construction, sequencing, and data analysis were performed in three independent experiments as described above for total sRNAs.

### mRNA-seq and data analysis

RNA-seq libraries were constructed using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations, and pooled and sequenced on the Illumina NovaSeq 6000 system (paired-end, 150 bp) at Berry Genomics (Beijing, China). The RNA-seq data were analyzed using the pRNASeqTools. Briefly, raw reads were mapped to the Araport11 genome using STAR v2.6^67^ with the parameters “--alignIntronMax 5000 --outSAMmultNmax 1 --outFilterMultimapNmax 50 --outFilterMismatchNoverLmax 0.1”. Mapped reads were counted by featureCounts v1.6.4^68^ and comparison was performed using the R package DESeq2^64^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

Source Data

## Data Availability

The raw sequence data generated during this study were deposited into the NCBI GEO database under the accession code GSE133461. The source data for Figs. 1b, c, 2a, c, d, 3a–c, e, g, h, 4b–e, 5a, b, 6a, c, 7a–e, and Supplementary Figs. 1b–d, g, 2b–e, 3a–d, f–j, 4a, c, d, 5a–d, 6a, 7a, b, d–h, 8d, e, h, i, and 9a, b, d, f are provided as a Source Data file. The authors declare that any other supporting data is available from the corresponding author(s) upon request.

# Supplementary material for: FIERY1 promotes microRNA accumulation by suppressing rRNA-derived small interfering RNAs in Arabidopsis
**Source:** Nat Commun. 2019 Sep 27;10:4424. doi: 10.1038/s41467-019-12379-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Abundance of annotated miRNAs in fry1 and WT

File Name: Supplementary Data 2

Description: Hyper and hypo 21-nt DSRs in fry1

File Name: Supplementary Data 3

Description: Hyper and hypo 21-nt DSGs in fry1

File Name: Supplementary Data 4

Description: Overlap in genes with excess 21-nt siRNAs among different genotypes and statistical evaluation of significance of overlap

File Name: Supplementary Data 5

Description: Predicted targeting of DSGs by miRNAs

File Name: Supplementary Data 6

Description: Reads from sRNA-seq from immunoprecipitated AGO1 and AGO2 in fry1-6, fry1-6 rdr6-11, and WT

File Name: Supplementary Data 7

Description: Annotated miRNAs in input and AGO1 IP products from fry1-6, fry1-6 rdr6-11, and WT

File Name: Supplementary Data 8

Description: Annotated miRNAs in input and AGO2 IP products from fry1-6, fry1-6 rdr6-11, and WT

File Name: Supplementary Data 9

Description: Oligonucleotides used in this study

How the deposited data were processed for this re-analysis (not part of the article)

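The measurement was RNA-seq of *Arabidopsis* seedlings labelled as WT, as *fry1-6*, or as its double mutants with *rdr6-11* or *rdr1-1*, with 2 libraries per genotype. The authors deposited raw counts of reads per gene, made by mapping to Araport11 with STAR and counting with featureCounts within pRNASeqTools. Each deposited table also gives the length of each gene, which was used only to compare annotations and in the check of length and GC content. No normalization had been applied by the authors to the deposited counts. Reads with several possible positions were kept and given to 1 of them, so genes with near-identical copies are uncertain. AT2G08665 and AT2G34420, which overlap, have the same count in several libraries, so a read over both genes appears to have been counted for each.

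Starting from the counts, genes were filtered with edgeR's filterByExpr (minimum count of 10, minimum total of 15), the libraries were scaled by TMM, and a quasi-likelihood model with the 4 genotypes was fitted to all 8 libraries (edgeR 4.0.16, limma 3.58.1 and R 4.3.3). It leaves 4 residual degrees of freedom, and its common dispersion was 0.0727. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, for 5 comparisons: each mutant against WT and each double mutant against *fry1-6*. The siRNA-generating genes and the miRNA targets were tested as sets with limma's camera (inter-gene correlation of 0.01, two-sided), adjusted over 2 sets and 5 comparisons. CPM values are TMM-normalized and are given as mean ± SD of 2 libraries. DESeq2 1.42.0 served as an alternative, and is the tool the authors used for comparisons. Python 3.11.15 was used to read the tables and draw the plots.

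The list of 76 miRNA targets was written from general knowledge of conserved miRNA families, leaving out *TAS* transcripts, because the text does not name the targets of Supplementary Fig. 8h. The genes named in the text were chosen by a rule: the mutated genes, every gene whose mRNA, protein or siRNAs the paper names, the 5 miRNA targets with the smallest adjusted p among those higher in *fry1-6* and lower in a double mutant, the 5 siRNA-generating genes with the most 21-nt siRNAs in Supplementary Data 3, and the 3 largest increases and 3 largest decreases in *fry1-6* against WT among called genes with an average log2 CPM of at least 1 whose replicates did not overlap between the genotypes. The sample groups, the tests, this rule, both lists and the alternatives were fixed before the data were examined, except for the crossed block, the separate blocks and the direct comparison of the double mutants with its set tests. The separate blocks were first coded so that comparisons between WT or *fry1-6* and the double mutants used replicate 1 alone. This error was corrected after those results had been seen. The alternatives were DESeq2, its size factors within edgeR, total counts, a fit of only the genotypes compared, the replicate number as a block, no filter, at least 10 counts in every library, other thresholds, other versions of both lists, camera with an estimated correlation, limma's rotation test with 9999 rotations, and leaving out each library in turn. Leaving out a library leaves a genotype with a single one, so those fits gave values and no tests.

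The replicate numbers come from the sample titles. The labels do not say what a number has in common across genotypes, and the correlation of deviations from the genotype means was used to check whether the numbers pair the libraries. The reference at hand was TAIR10.1, to which 37065 of the 37361 gene identifiers (99.2%) were matched, and 99.5% of the genes with exons have the same exon length there as in the deposited tables. It was used for gene symbols, overlaps, neighbours, GC content and gene classes, and no coordinates are given because the counting used Araport11.

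The scripts were tested on simulated counts for 22744 genes, of which 22470 passed the filter and 200 were changed. edgeR's test recovered 35% of the changed genes (69% of those changed 4-fold and 1% of those changed 2-fold) with 6 false calls. DESeq2 recovered 50% with 71 false calls, 41.5% of what it called, so its larger numbers of genes hold more false calls at this sample size. A set of 100 genes shifted by 0.5 (log2) came out with a median of 0.50, and camera called 1 of 100 unshifted sets of 100 genes each at the 0.05 level. Genes were simulated independently of each other and without a shift shared by same-numbered libraries. That rate therefore cannot show how often camera calls unshifted sets of correlated genes.

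The depth of between 15069329 and 26285519 counts per library sets the smallest share that a library can show, 3 counts of its total. Shares of counts are given with 95% Wilson intervals, which cover counting error only, since the reads carry no molecular identifiers. Small RNA libraries of the paper were not analysed here.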

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

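The tests of a shared library batch and of looser selection of polyadenylated RNA for the chloroplast genes, the test of overlapping genes for the genes almost without counts in WT, and the limits of 3 and 50 counts that define those genes were chosen only after the results were seen. The direct comparison of the double mutants was added after the data were seen as well, and its other set tests after its result.

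The siRNA-generating genes differed between the double mutants in camera's default test. The paper also describes different expression patterns of these genes in the 2 double mutants. Their median log2 fold change in the libraries labelled *fry1-6 rdr6-11* against those labelled *fry1-6 rdr1-1* was -0.1729, with 115 of 177 genes lower. The adjusted p was 2.73e-04 from limma's camera (Benjamini-Hochberg over the 5 set tests made here and under Other observations, and 1.64e-04 before adjustment). Both genotypes have the high chloroplast share described next. The direct comparison had been meant as a test of a batch common to the double mutants, but it is the difference itself. A shift common to both double mutants cancels in this comparison and would not produce the difference. The labels give no batch, so the difference cannot be told apart from a batch that differs between the double mutants. Expression level, gene length and GC content do not account for it: the set's median was at percentile 0 of 10000 random sets matched on the 3 properties, whose central 95% lay between -0.11 and 0.027. Without the genes that overlap another gene the median moved further from 0, to -0.26 (96 genes, adjusted p = 2.73e-04 from camera, over the same 5 tests). These p-values assume an inter-gene correlation of 0.01. With it, camera's p ranged from 7.16e-06 to 0.00389 under the alternatives to edgeR with TMM. With the correlation estimated from these libraries the adjusted p was 0.629, and with limma's rotation test 0.337, both run after the result was seen, so the difference itself is uncertain. With total counts the median of the set was 0.17 where that of all genes was 0.35. It also cannot be told apart from an exchange of the labels, for which the test was not informative (adjusted p = 0.790 from camera, under Other observations), and reads shared between near-identical genes were not tested, so no biological explanation is preferred here. Relative to the mean of all 8 libraries, the median gene of the set was at -0.014 and -0.043 in the libraries labelled *fry1-6 rdr6-11* and at 0.097 and 0.22 in those labelled *fry1-6 rdr1-1*.

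Chloroplast genes, which the paper does not discuss, took a larger share of the counts in all 4 double-mutant libraries. The lowest share among these was 2.285% (95% Wilson interval from 2.28% to 2.29%), and the highest among the WT and *fry1-6* libraries was 0.173% (from 0.171% to 0.176%). A single gene does not account for it, since without ATCG00480, the chloroplast gene with the most counts, the lowest double-mutant share was 1.58%. Looser selection of polyadenylated RNA, which would also raise mitochondrial and rRNA genes, was not seen: the mitochondrial share was at most 0.0283% in the double mutants and ranged from 0.00875% to 0.148% in the WT and *fry1-6* libraries, and the rRNA shares overlapped too. A library batch common to the double mutants remains a candidate explanation. Same-numbered libraries deviated together between WT and *fry1-6* (correlation 0.6681) and in opposite directions between either of these and the double mutants, as separate preparation could produce. The labels give no batch or date. All double-mutant libraries are on one side, so batch and genotype cannot be told apart, and a biological difference was not separately testable.

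Genes almost without counts in WT were present in *fry1-6*, all but 2 of them outside the siRNA-generating genes that the paper discusses. There were 53 genes with at most 3 counts in both WT libraries and at least 50 in both *fry1-6* libraries, and 1 gene in the opposite case. Of the 53, 50 were called higher in *fry1-6*, 51 were above 3 counts in all 4 double-mutant libraries, 39 are protein-coding, 12 are pseudogenes, and 2 are siRNA-generating genes. A neighbour upstream on the same strand that ends within 1000 bp and has at least 10 CPM in WT was present for 17 of the 53 (32.1%), against 5.80% of the other genes almost without counts in WT (Fisher's exact test, two-sided, p = 4.64e-09). Such a neighbour downstream was present for 11.3% against 5.81% (Fisher's exact test, two-sided, p = 0.128). Reads that run on from an upstream gene are therefore a candidate explanation for part of the 53 genes. Overlap with another gene was also more frequent, 30.2% against 14.1% (Fisher's exact test, two-sided, p = 0.00234), so reads of overlapping genes are another. At these limits neither alone covers a majority of the 53 genes, and how many genes have either property was not counted. Whether near-identical copies share reads was not tested, so no biological explanation is preferred here.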

How the results depend on the processing

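The crossed replicate block and the separate replicate blocks were chosen after the data were seen. Separate blocks leave the shift shared by same-numbered libraries out of the error of comparisons between WT or *fry1-6* and the double mutants, so adjusted p under them may be too small there and numbers of called genes too large. Where a result changed, the cause was not tested. Numbers of called genes rest on 2 libraries per genotype, and in simulated counts the test recovered 1% of genes changed 2-fold, so they leave out most small changes.

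The miRNA targets were higher than in WT in *fry1-6* and in both double mutants under each of 13 alternatives, with adjusted p under 0.05 in 12 of them. The exception was camera with an estimated inter-gene correlation, which left the medians of 0.45 (*fry1-6*), 0.87 (*fry1-6 rdr6-11*) and 0.68 (*fry1-6 rdr1-1*) with an adjusted p of 0.448 each (over all alternatives from 5.09e-14, 2.24e-08 and 1.78e-11, respectively, to 0.448). Their change against *fry1-6* was near 0 with the full list and TMM. For *fry1-6 rdr6-11* it was -0.0032, and 0.24 with total counts, 0.021 with the replicate block, 0.025 with the crossed block, 0.0022 with separate blocks and 0.013 without targets of miR168 and miR395 (adjusted p from 0.702 to 0.995). Relative to the median of all genes in the same fit it was -0.025 and stayed below 0, from -0.056 to -0.0073. For *fry1-6 rdr1-1* it was 0.027, and -0.061 with total counts, -0.011 with at least 10 counts in every library, -0.0056 with separate blocks, -0.14 for targets of miRNA families reduced in *fry1-6* and -0.017 without targets of miR168 and miR395 (adjusted p from 0.384 to 0.995). Relative to all genes it was 0.011, 0.0099 with total counts, and from -0.16 to 0.0125 over the alternatives.

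The siRNA-generating genes in *fry1-6* against WT had a median of -0.0099, and 0.12 with total counts, 0.0077 in the fit of only these genotypes, 0.016 without a filter, 0.016 with at least 10 counts, 0.036 with separate blocks and 0.019 for the 228 genes of *fry1-6* or *fry1-8* (adjusted p from 0.0247, with separate blocks, to 0.995). In *fry1-6 rdr6-11* against WT the median was -0.0060, and 0.37 with total counts, 0.062 with the replicate block, 0.064 without a filter, 0.034 with at least 10 counts, 0.085 with the crossed block and 0.10 with separate blocks, with none of 14 alternatives past the threshold (adjusted p from 0.294 to 0.995). In *fry1-6 rdr1-1* against WT the median of 0.29, not past the threshold, passed it with DESeq2 (0.2420), its size factors (0.2422), the replicate block (0.34), no filter (0.33), at least 10 counts (0.2416), the crossed block (0.35), separate blocks (0.36) and the 193 genes shared by *fry1-6* and *fry1-8* (0.32). Adjusted p ranged from 0.00381 to 0.995. In *fry1-6 rdr6-11* against *fry1-6* the median of -0.058, past the threshold, was no longer so without a filter (-0.038), with at least 10 counts (-0.0046), with the crossed block (-0.044), and with the estimated correlation or the rotation test (both -0.058). It was 0.20 with total counts, which is -0.072 relative to all genes under that scaling (adjusted p from 0.00373 to 0.995). In *fry1-6 rdr1-1* against *fry1-6* it was 0.13, with none of 14 alternatives past the threshold (adjusted p from 0.144 to 0.995). Relative to the median of all genes in the same fit, the siRNA-generating genes were at 0.019 in *fry1-6* against WT (from -0.024 to 0.056 over the alternatives), at -0.045 in *fry1-6 rdr6-11* against WT (from -0.27 to 0.032), at 0.24 in *fry1-6 rdr1-1* against WT (from 0.073 to 0.29), at -0.079 in *fry1-6 rdr6-11* against *fry1-6* (from -0.35 to 0.0032) and at 0.11 in *fry1-6 rdr1-1* against *fry1-6* (from 0.095 to 0.15). Across the 4 fits that each left out 1 library, the median of miRNA targets ranged from 0.28 to 0.98 in *fry1-6* against WT. It ranged from 0.47 to 1.07 in *fry1-6 rdr6-11* and from 0.44 to 0.96 in *fry1-6 rdr1-1*, each against WT. Against *fry1-6* it ranged from -0.11 to 0.031 in *fry1-6 rdr6-11*. The median of siRNA-generating genes ranged from -0.16 to 0.36 in *fry1-6* and from -0.17 to 0.34 in *fry1-6 rdr6-11*, each against WT. Against *fry1-6* it ranged from -0.24 to 0.15 in *fry1-6 rdr6-11* and from -0.067 to 0.32 in *fry1-6 rdr1-1*.

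The numbers of genes called were 1232 (A, *fry1-6* against WT), 4291 (B, *fry1-6 rdr6-11* against WT), 1812 (C, *fry1-6 rdr1-1* against WT), 1082 (D, *fry1-6 rdr6-11* against *fry1-6*) and 60 (E, *fry1-6 rdr1-1* against *fry1-6*). Below, only numbers that changed by more than 1.5 times are given. DESeq2 called 1976 (A), 3099 (C), 2767 (D) and 699 (E). Fits of only the genotypes compared called 0 (A, with 2917 at an unadjusted p under 0.05), 1688 (B), 84 (C) and 30 (E). At least 10 counts in every library gave 557 (A), 990 (C) and 28 (E). Total counts gave 6781 (B) and 2007 (D). An unadjusted p under 0.01 with at least a 1.5-fold change gave 2008 (A), 2343 (D) and 1035 (E). An adjusted p under 0.01 gave 460 (A), 1067 (B), 368 (C), 68 (D) and 27 (E). In D, the replicate block gave 555 and the crossed block 2444. Separate blocks gave 2353 (A), 8105 (B), 4979 (C), 4934 (D) and 1207 (E).

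The split of calls moved as well. The share of called genes that were higher was 92.9% in *fry1-6* against WT, between 76.5% with separate blocks (1801 higher, 552 lower) and 98.5% at an adjusted p under 0.01 (453 higher, 7 lower), and 80.2% with DESeq2 (1584 of 1976 higher). In *fry1-6 rdr6-11* against WT it was 57.9%, between 48.0% with DESeq2, where decreases were the majority (2653 higher, 2879 lower), and 85.7% with total counts (5813 higher, 968 lower). In *fry1-6 rdr1-1* against WT it was 74.1%, between 57.9% with DESeq2 (1794 higher, 1305 lower) and 96.4% in the fit of only these genotypes (81 higher, 3 lower). In *fry1-6 rdr6-11* against *fry1-6* it was 38.4%, between 32.7% in the fit of only these genotypes (428 higher, 882 lower) and 75.4% with total counts (1514 higher, 493 lower). In *fry1-6 rdr1-1* against *fry1-6* it was 78.3%, between 45.6% with DESeq2 (380 of 699 lower) and 96.7% in the fit of only these genotypes (29 higher, 1 lower).

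Of the siRNA-generating genes against WT, 14 were higher and 0 lower in *fry1-6* (27 and 4 at an unadjusted p under 0.05), 26 and 22 in *fry1-6 rdr6-11*, and 17 and 4 in *fry1-6 rdr1-1*. DESeq2 gave 1 lower in *fry1-6*, 35 lower in *fry1-6 rdr6-11*, and 28 higher and 12 lower in *fry1-6 rdr1-1*. Total counts gave 49 higher in *fry1-6 rdr6-11*. Fits of only the genotypes compared gave 0 higher in *fry1-6*, 10 higher and 13 lower in *fry1-6 rdr6-11*, and 3 higher and 0 lower in *fry1-6 rdr1-1*. At an unadjusted p under 0.05, these fits gave 21 higher and 2 lower in *fry1-6*, and 36 higher and 13 lower in *fry1-6 rdr1-1*. At least 10 counts gave 9 higher in *fry1-6* and 9 in *fry1-6 rdr1-1*. The crossed block gave 33 higher and 12 lower in *fry1-6 rdr1-1*. Separate blocks gave 27 higher and 1 lower in *fry1-6*, 54 higher and 48 lower in *fry1-6 rdr6-11*, and 62 higher and 20 lower in *fry1-6 rdr1-1*. Any change in the direction counted 87 higher and 90 lower, 88 and 89, and 115 and 62 in the 3 mutants. Of the miRNA targets, 19 were up in *fry1-6* and 14 of these lower in a double mutant. Both numbers were 0 in the fit of only the genotypes compared (25 and 19 at an unadjusted p under 0.05), and 57 and 39 for any change in the direction. Significantly lower in a double mutant were 0 (6 at an unadjusted p under 0.05), 2 with DESeq2, 1 with the crossed block and 7 with separate blocks.

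For the 43 named genes, 415 results under the alternatives kept their direction and side of the threshold, 29 became stronger, 16 weaker, each in the fit of only the genotypes compared, and 9 changed sign. The latter were *XRN3* in *fry1-6* against WT with DESeq2 (-0.0007) and its size factors (-0.0006), *HYL1* with the same (-0.0283 and -0.0279), *DCL3* (0.062) and *HEN1* (0.017) with total counts, and, against *fry1-6*, *PHB* (0.024) and *SPL6* (0.24) in *fry1-6 rdr6-11* and *SPL6* in *fry1-6 rdr1-1* (-0.061) with total counts. None of these 9 had an adjusted p under 0.05; they ranged from 0.377 to 0.999. Relative to the median of all genes in the same fit none of the 9 changed sign (*SPL6* in *fry1-6 rdr6-11* against *fry1-6* was at -0.025, and -0.028 with total counts; *PHB* at -0.25 in both). With 1 library left out, 263 values moved by less than the replicate spread and 5 by more.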

Differences from the paper's values

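No value that the paper states and that was also computed here differed by more than 1.5 times. The paper's number of detectably expressed siRNA-generating genes is 186, and 177 were found here. With at least 1 count in any library as the criterion the number was 186, the setting under which it falls on the paper's value. With a mean of at least 1 CPM it was 173, with an adjusted p from DESeq2 182, and with at least 10 counts in every library 83% of the 200 genes.

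The paper states that the siRNA-generating genes were upregulated significantly in *fry1-6 rdr1-1* as compared to WT. Here the median log2 fold change was 0.29 and the set was not past the threshold (adjusted p = 0.0575 from camera). It was past it with 6 alternatives set before the data were examined, namely DESeq2 (adjusted p = 0.0262), its size factors in edgeR (0.0475), the replicate block (median 0.34, 0.0183), no filter (0.0216), at least 10 counts in every library (0.0152) and the 193 genes shared with *fry1-8* (0.0404), and with the crossed and separate replicate blocks, which were chosen after seeing the values (0.0481 and 0.00381, the latter possibly too small). The other alternatives set before the data were examined left it short of the threshold, with adjusted p up to 0.995.

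The paper states that the expression of these genes decreased in *fry1-6 rdr6-11*. Here the median against WT was -0.0060 (adjusted p = 0.639 from camera), with 88 genes higher and 89 lower. None of the alternatives gave a decrease past the threshold (adjusted p from 0.294 to 0.995). Against *fry1-6* the median was -0.058 (adjusted p = 0.0489, from 0.00373 to 0.995 over the alternatives).

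The paper states that most of its representative miRNA targets were upregulated in *fry1-6* and less so in a double mutant. Its text does not name them. On the list used here, 19 of 73 targets were called higher in *fry1-6* and 14 of these had a lower value in at least 1 double mutant, none of them with an adjusted p under 0.05 for the decrease (6 at an unadjusted p under 0.05). DESeq2 called 2 such decreases, and the crossed and separate replicate blocks, chosen after seeing the values, called 1 and 7.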

Other observations

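The predictions for the tests in this part were written before the values of the tests were seen, and the one on miRNA targets was added after that on all called genes had come out. For the test of exchanged labels the reading was changed after its value was seen, as stated there.

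Of the 22744 tested genes, 10706 had a positive log2 fold change in *fry1-6* against WT, and the median was -0.0285. Among called genes, however, increases outnumbered decreases, 1144 to 88. Scaling does not account for this: the share of increases was at least 91.1% with DESeq2's size factors in edgeR and with total counts. Low counts account for it in part at most, since the share was 66.4% among the 131 called genes with an average log2 CPM of at least 5. With each library's trend with GC content and gene length removed it was 71.5% (1015 higher, 405 lower), so those trends also move it without removing it. Reads running on from an upstream gene may contribute. Of the 1144 genes, 556 (48.6%) have a more strongly expressed neighbour upstream on the same strand that ends within 1000 bp in TAIR10.1, against 19.3% of tested genes drawn from the same expression deciles (one-sided permutation p = 1e-04, the smallest that 10000 permutations can give). For such a neighbour downstream the shares were 17.3% and 16.9% (one-sided permutation p = 0.358). The paper's model has the nuclear exonucleases XRN2 and XRN3 inhibited in *fry1*. Transcription that continues past the end of a gene when they are inhibited is a hypothesis that these counts cannot separate from transcript ends beyond the annotation, since they hold no position within genes.

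The increase of miRNA targets in *fry1-6* is not explained by such reads. Without the 6 targets that have a more strongly expressed upstream neighbour, the median log2 fold change of the other 67 was 0.4138 (adjusted p = 7.93e-09 from limma's camera, Benjamini-Hochberg over the 5 set tests made for such explanations), against 0.45 with all 73.

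The genes called between the double mutants and *fry1-6* depend on chloroplast counts in one of the comparisons. Without chloroplast and mitochondrial genes, the ratio of called genes without to with these chloroplast counts was 0 in *fry1-6 rdr1-1* against *fry1-6*, where 60 genes became 0 (3490 at an unadjusted p under 0.05), and 0.852 in *fry1-6 rdr6-11*, where 1082 became 922. Of those 60 genes, 18 are nuclear. All 18 kept their sign without the organelle genes and had an unadjusted p of at most 1.26e-04, against at most 1.30e-04 with them (edgeR's quasi-likelihood test). They were no longer called because the adjustment over all genes changed (adjusted p from 0.142 to 0.158 by edgeR). The number of called genes in this comparison therefore depends on the chloroplast counts, while the evidence for the nuclear genes hardly changed.

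The labels of the double mutants were examined through 8 targets of trans-acting siRNAs, whose production needs RDR6. If the labels hold, these targets were predicted to be higher in the libraries labelled *fry1-6 rdr6-11* than in those labelled *fry1-6 rdr1-1*. They were not: 4 of 8 were higher, the median log2 fold change was -0.068, and camera gave an adjusted p of 0.7905 over the same 5 tests. Under the prediction as first written this result would have counted towards mislabelled samples. It was instead taken as uninformative after the value was seen, because the same targets were already higher in *fry1-6* than in WT (7 of 8, median 1.31, adjusted p = 2.96e-04 from camera), so that a further rise might be hard to see. Whether there was such a limit was not tested. It does not hold for all of them: *ARF3*, *ARF4* and *ARF2* changed by only 0.45, 0.42 and -0.067 in *fry1-6*. Of these, *ARF3* and *ARF2* were lower in *fry1-6 rdr6-11* than in *fry1-6* (-0.37 and -0.15), and *ARF4* was higher (0.64). Against *fry1-6 rdr1-1*, *ARF4* was also higher (0.41, standard error 0.56), and *ARF3* and *ARF2* were lower (-0.29 and -0.25). By these 8 targets, mislabelled libraries are therefore neither shown nor excluded. The *TAS* transcripts themselves were not compared between the double mutants.

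Across the 177 siRNA-generating genes, the log2 fold change between the double mutants was not clearly related to the 21-nt siRNA abundance of the gene in *fry1-6*, given in the paper's Supplementary Data 3 (Spearman's rho = -0.1141, one-sided permutation p = 0.0649 for a negative relation, Pearson's r = -0.11 with the abundance on a log scale). This is 1 relation across genes, which are not independent replicates. The hypothesis that genes with more siRNAs lose more transcript was not borne out at this threshold.

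Several genes that the paper names in other experiments can be read from these libraries. *RDR1*, which the paper reports as slightly upregulated without RDR6 function, had a log2 fold change of 1.04 in the libraries labelled *fry1-6 rdr6-11* against WT (standard error 0.45, adjusted p = 0.149 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.00750 to 0.211 over 7 alternatives). *AGO1*, whose protein the paper reports as increased in *fry1*, had a log2 fold change of 0.18 in *fry1-6* (adjusted p = 0.624), and *AGO2* one of 0.15 (adjusted p = 0.794). In *fry1-6* against WT, *APS4* was lower (-0.87, standard error 0.15, adjusted p = 0.0195, from 1.49e-04 to 0.151 over 7 alternatives). *DCL2* (0.68, adjusted p = 0.0538, from 0.0168 to 0.243) and *APS3* (-0.95, adjusted p = 0.260, from 0.0358 to 0.535) were past the threshold under some alternatives and not in the fit of all 4 genotypes. *SOT16* (AT1G74100) had a log2 fold change of -0.60 (adjusted p = 0.239). *XRN2*, *XRN3*, *XRN4*, *DCL1*, *DCL3*, *DCL4*, *RDR2*, *HEN1*, *HYL1*, *SE*, *CBP20*, *CDC5*, *CPL1*, *CTR1*, *PRMT3*, *AGO7*, *APS1*, *NIA1* and *NIA2* were not past the threshold in that fit, and *RDR2* and *PRMT3* have a more strongly expressed upstream neighbour.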
